# Genome-wide high-resolution mapping of DNA methylation identifies epigenetic variation across embryo and endosperm in Maize (*Zea may*)

**DOI:** 10.1186/s12864-014-1204-7

**Published:** 2015-01-23

**Authors:** Pengfei Wang, Han Xia, Ye Zhang, Shuzhen Zhao, Chuanzhi Zhao, Lei Hou, Changsheng Li, Aiqin Li, Chuanxi Ma, Xingjun Wang

**Keywords:** DNA methylation, Maize, Embryo, Endosperm, Transposable element, Imprinting gene, MeDIP-seq

## Abstract

**Background:**

Epigenetic modifications play important roles in plant and animal development. DNA methylation impacts the transposable element (TE) silencing, gene imprinting and expression regulation.

**Results:**

Through a genome-wide analysis, DNA methylation peaks were characterized and mapped in maize embryo and endosperm genome, respectively. Distinct methylation level was observed across maize embryo and endosperm. The maize embryo genome contained more DNA methylation than endosperm. Totally, 985,478 CG islands (CGIs) were identified and most of them were unmethylated. More CGI shores were methylated than CGIs in maize suggested that DNA methylation level was not positively correlated with CpG density. The promoter sequence and transcriptional termination region (TTR) were more methylated than the gene body (intron and exon) region based on peak number and methylated depth. Result showed that 99% TEs were methylated in maize embryo, but a large portion of them (34.8%) were not methylated in endosperm. Maize embryo and endosperm exhibit distinct pattern/level of methylation. The most differentially methylated region between embryo and endosperm are CGI shores. Our results indicated that DNA methylation is associated with both gene silencing and gene activation in maize. Many genes involved in embryogenesis and seed development were found differentially methylated in embryo and endosperm. We found 41.5% imprinting genes were similarly methylated and 58.5% imprinting genes were differentially methylated between embryo and endosperm. Methylation level was associated with allelic silencing of only a small number of imprinting genes. The expression of maize DEMETER-like (DME-like) gene and MBD101 gene (MBD4 homolog) were higher in endosperm than in embryo. These two genes may be associated with distinct methylation levels across maize embryo and endosperm.

**Conclusions:**

Through MeDIP-seq we systematically analyzed the methylomes of maize embryo and endosperm and results indicated that the global methylation status of embryo was more than that of the endosperm. Differences could be observed at the total number of methylation peaks, DMRs and specific methylated genes which were tightly associated with development of embryo and endosperm. Our results also revealed that many DNA methylation regions didn’t affect transcription of the corresponding genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-014-1204-7) contains supplementary material, which is available to authorized users.

## Background

DNA methylation, a conserved epigenetic mechanism involved in many important biological processes, is associated with gene silencing, X chromosome inactivation in females, and maintenance of genomic integrity in eukaryotes [1-3]. DNA methylation protects against transposon proliferation and impacts genomic imprinting [4-6].

Similar to mammalian genomes, DNA methylation in plant genomes predominantly occurs at CpG site. This is maintained by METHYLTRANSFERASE1 (MET1), a homolog of DNA methyltransferase1 (Dnmt1). In addition, plants DNA methylation occurs at CpHpG and CpHpH sites, and is maintained by CHROMOMETHYLASE3 (CMT3) [7-9]. In plant, DNA glycosidase subfamily including DEMETER (DME) and Repressor of Silencing 1 (ROS1) could mediate demethylation [10,11]. Although the methylated cytosine contexts in animals and plants are different, DNA methylation is conserved in both TEs and genes. In animals, plants and fungi, the active genes are generally unmethylated, while TEs are heavily methylated. However, green algae have an unusual pattern of methylation compared to other eukaryotes. More methylation was detected in exons to compare with TEs regions [12-14].

There is strong evidence that DNA methylation in promoter region represses gene expression [15-20]. In rice, methylation of transcriptional termination region (TTR) showed stronger repression effect on gene expression to compare with promoter methylation [21]. Results showed that gene-body methylation were positively associated with gene expression [22-24]. However, DNA methylation in the first exon was found to associate with gene silencing [25,26].

Bisulfite sequencing has been used to detect the methylated cytosines [27]. This method is very accurate to find the methylated cytosine of the individual locus. However, it is difficult to explore genome-wide methylation. MSAP (methylation sensitive amplification polymorphism) has been used to explore the genome-wide methylation, but it can only detect few methylation fractions and is limited by the types of enzymes used. Sequencing-based and microarray-based high-throughput detection of DNA methylation approaches are widely used in genome-wide methylation studies. DNA methylation microarray, DNA immunoprecipitation combined with high-throughput sequencing (MeDIP-seq) and bisulfite libraries construction combined with high-throughput sequencing are proved to be efficient [4,21,28-30]. These approaches have been used to discover global methylation dynamics in different plant species including *Arabidopsis* [4,7,30,31], sorghum [32] and rice [21,33].

Several studies reported the differential DNA methylated regions which were correlated with variable gene expression within the examined tissues [21,34]. Results showed that the difference of DNA methylation could only account for a limited extend of gene expression variation among plant vegetative tissues [21,35].

DNA methylation is very important for plant embryogenesis and seed development. Abnormal embryo methylation causes defect in embryogenesis, such as abnormal of cell division, embryo apical domain aberrance and reduction of viability [8]. In seed plants, gene imprinting occurs in endosperm [31,36-38]. Studies showed that the expression of only a small portion of imprinting genes was correlated with DNA methylation in *Arabidopsis* [31,39,40]. The expression level of maize imprinting genes was much higher in endosperm than in embryo [39,41]. TEs exhibited toxic effects on genome, and embryo represses parasitic TEs to prevent damage of genome during seed development. DNA methylation on TEs is an important way to repress TEs [42]. TEs silencing relies mainly on RNAi pathway directed methylation, and siRNA is the major mediator for CpHpH DNA methylation [22,43]. Large amount of small RNA was accumulated in rice endosperm. However, the CpHpH methylation level of endosperm is quite low, while the embryo CpHpH methylation level is rather high. The major methylation in rice endosperm is CpHpH, suggesting RNAi pathway does not participate in endosperm DNA methylation. The endosperm derived small RNAs could be transported to embryo where they mediate TEs silencing by DNA methylation [7,31,33,44].

In plants, endosperm DNA was hypomethylated in various sequence contexts. For example, rice endosperm CG methylation is about 93% of the methylation rate in embryos. CHG and CHH methylation is by 2–5 folds lower in endosperm compared to embryo. In *Arabidopsis,* CG methylation of most loci is demethylated in endosperm [12]. In *Arabidopsis* ecotype Col-gl and Ler, thousands of genes exhibited higher level of methylation in embryo than that in endosperm [31].

Previous studies on DNA methylation in embryo and endosperm using DNA methylation microarray, immunoprecipitation and MSAP have assessed only a small portion of tissue-specific DNA methylation variations in maize genome [29,31,35,37,45,46]. In the current study, we used Solexa MeDIP-seq to profile the methylomic landscape across embryo and endosperm, comparing the differences of their methylation modes. Many genes that were differentially methylated between embryo and endosperm were identified.

## Results

### Methylomic profiling of embryo and endosperm in maize

We generated a total of 2,748,497,900 bp of DNA immunoprecipitation sequencing (MeDIP-seq) data from maize endosperm and 2,807,090,100 bp data from maize embryo. 

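In MeDIP-seq, sheared DNA is pulled down with an antibody against 5-methylcytidine and sequenced, so a methylation peak marks a stretch of the genome where reads pile up above the background, without giving the state of single cytosines. The data are 1 MeDIP library of embryo and 1 of endosperm, both taken from ears of the maize inbred line B73 at 14 days after self-pollination. There are no replicates, so each comparison is between these 2 libraries, the intervals given are for counting error alone, and no test across tissues can be made. The paper's Table 1 gives 52648132 mapped reads for embryo and 51643126 for endosperm, a ratio of 1.02. The authors cleaned the reads, mapped them with Bowtie2 and called peaks in each library separately with MACS. Their peak lists give the chromosome, start, end and diffScore of each peak. The lists hold no read number per peak, so the depth behind a single peak is unknown from them and the read-based comparison of the paper was not recomputed. From the peak lists, peaks were counted, their lengths were summed, and embryo and endosperm peaks sharing at least 1 bp were called overlapping. The choices that could change the numbers are the minimum diffScore, the overlap asked for and the handling of neighbouring peaks. Positions are 1-based on the chromosomes of the authors' lists, and the paper's text does not name the genome build.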

From endosperm and embryo, 53,541,909 and 54,639,671 clean reads (average length 50 bp) were obtained, respectively. More than 96% of MeDIP-seq reads were aligned (mapped) on maize genome in each tissue (Table 1). Figure 1 showed the chromosomal distribution of DNA methylation read of maize endosperm and embryo.

**Table 1:** **Solexa MeDIP-seq data**

**Sample**	**Total reads**	**Clean reads**	**Mapped reads**	**Mapping ratio**
Endosperm	54,969,958	53,541,909	51,643,126	(96.45%)
Embryo	56,141,802	54,639,671	52,648,132	(96.36%)

**Figure 1:**
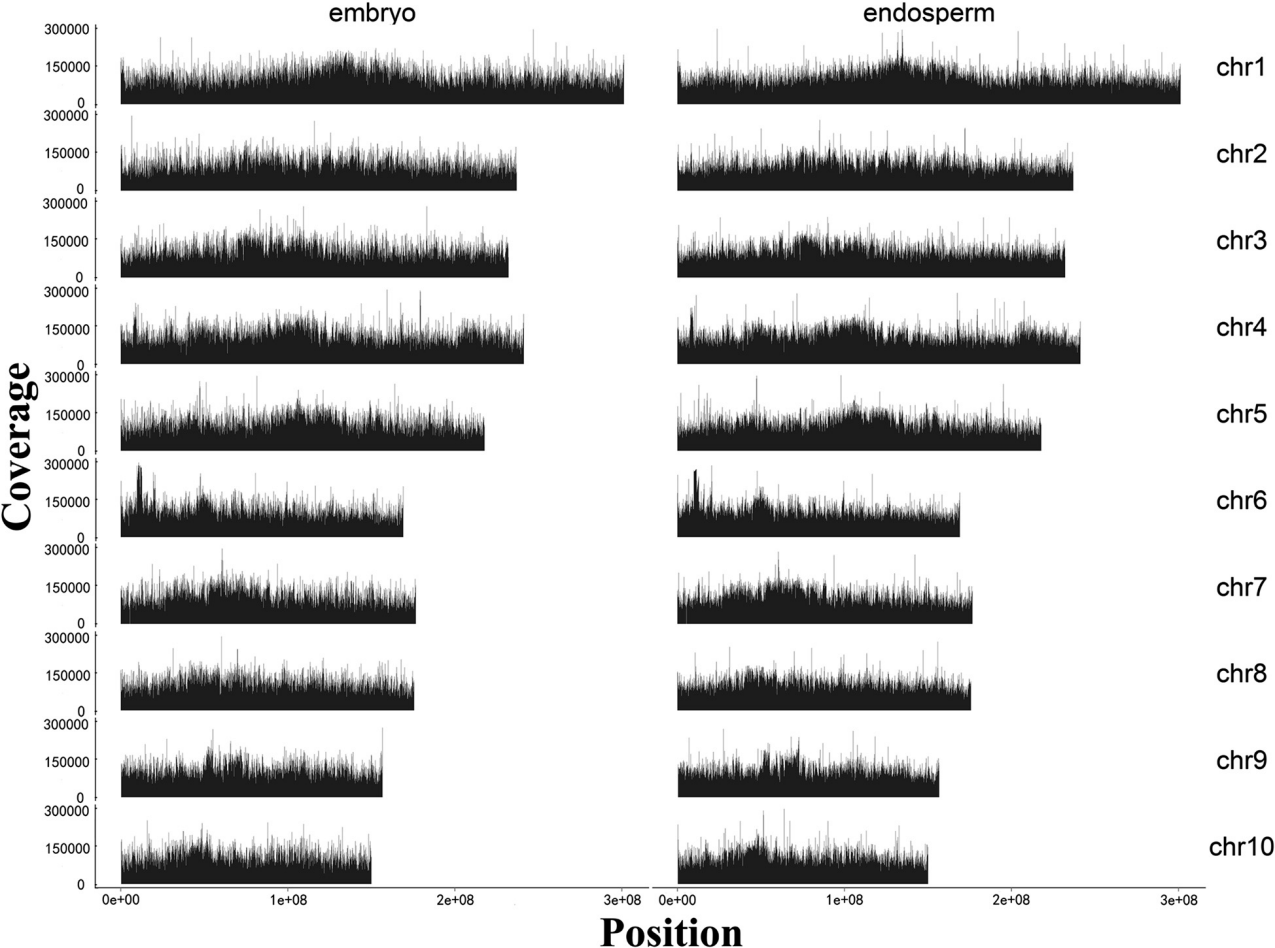
**Chromosomal distribution of DNA methylation read of maize endosperm and embryo.** Each chromosome was split in 10 k wide windows and the methylated read count was calculated for each window in embryo and endosperm. Y-axis is the read count mapped in each window.

The mapped reads were used in scanning the methylation peak with Model-based analysis of chIP-seq (MACS) (version1.4). 

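The deposited lists hold 353472 methylation peaks in embryo and 115621 in endosperm, 3.06 times as many in embryo (95% Wilson interval of the ratio 3.04 to 3.08). The lowest diffScore in either list is 50. The diffScore, the authors' own value, was used to filter each list. At a diffScore of at least 100, 146517 embryo and 21858 endosperm peaks were left, a ratio of 6.70. The minimum diffScore of 200 moved the ratio most, to 10.4, with 43372 embryo and 4172 endosperm peaks. The ratio did not rise further with the minimum: at 500 and 1000, minimums chosen after seeing the data, it was 4.54 (3027 and 667 peaks) and 4.25 (569 and 134 peaks). When peaks of one library within 500 bp of each other were joined, 298956 and 104694 peaks remained, with a ratio of 2.86.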

A total number of 115,599 methylation peaks (diffScore ≥ 50, p ≤ 1e-5, diffScore = −10*LOG10pvalue) from endosperm and 353,232 methylation peaks from embryo were identified (Figure 2). DNA methylation peak number shows the popularity of methylation in genome. 

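With all peaks counted, embryo peaks were also longer than endosperm peaks, with a median length of 272 bp against 213 bp and a mean of 319 bp against 257 bp. Together the peaks covered 112.8 Mb in embryo and 29.7 Mb in endosperm, so the covered length was 3.80 times as large in embryo. At a diffScore of at least 100 and 200, the covered length was 6.62 and 7.95 times as large in embryo. Over all sequences these values are below the ratios of peak numbers, 6.70 and 10.4, so the mean embryo peak there was the shorter one. On chromosomes 1 to 10 this held only at 200, with a length ratio of 8.70 against 11.0 for peak numbers. At 100 the length ratio on these chromosomes, 6.92, was above the ratio of peak numbers, 6.83. The longest peak was 8148 bp in embryo and 8507 bp in endosperm.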

More DNA methylation peaks mean more loci in genome are methylated.

**Figure 2:**
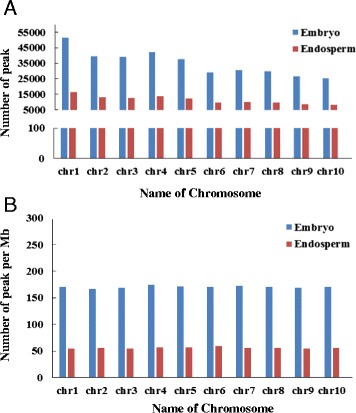
**Distribution of DNA methylation peaks in chromosomes. A**, Distribution of DNA methylation peaks in maize embryo and endosperm chromosomes. **B**, The number of methylation peaks per Mb in maize embryo and endosperm chromosomes.

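Per Mb of chromosome, with the end of the last peak taken as the length of the chromosome, embryo had between 167.0 peaks on chromosome 2 and 174.9 on chromosome 4. Endosperm had between 54.3 peaks per Mb on chromosome 3 and 58.2 on chromosome 6. In each library the number of peaks per Mb therefore differed little among the 10 chromosomes. Along the chromosomes, the peak numbers of the 2 libraries in 2064 windows of 1 Mb were correlated with a Spearman's rho of 0.66. This is a correlation across windows, which are not independent replicates. In windows of 5 Mb the rho was 0.76. With each chromosome cut into equal left, central and right parts, the left parts held 117478 embryo and 38739 endosperm peaks, the central parts 122527 and 39303, and the right parts 111743 and 36535, with ratios of 3.03, 3.12 and 3.06.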

### Characterization of methylated DNA regions

We analyzed the methylation status of CpG islands (CGIs), CGI shores (spanning 2,000 bp up-and down-stream of each CGI) as well as other locations in the genome. CpG island in maize genome was identified using CpG report software (EMBOSS: 6.4.0.0). The default parameters are as following: the minimum length is 200 bp, minimum observed/expected value is 0.6, the minimum percentage of CpG content is 50% (http://emboss.bioinformatics.nl/cgi-bin/emboss/newcpgreport). In total, 985,478 CGIs were identified in this study. Additional file 1: File S1a, Additional file 2: File S1b, Additional file 3: File S1c lists all CpG islands of whole maize genome. The locations of CpG islands on chromosomes, the length of the island and the observed/expected value were also provided. 2000 bp up- or down-stream of CpG island was considered to be the CpG shore [28]. If a CpG shore was overlapped with the methylation region identified in this study, we considered that this CpG shore was methylated.

There were 108,441 methylated CGIs and 214,787 methylated CGI shores in embryo, and 26,009 methylated CGIs and 67,483 methylated CGI shores in endosperm. In both embryo and endosperm, less CGIs were methylated compared to CGI shores (Figure 3A). Most CG islands were unmethylated (only 11% of CGIs in embryo and 2.6% CGIs in endosperm were methylated), which was in agreement with the methylation profiles in human and pig [28,47,48]. 

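Table S1a for embryo and Table S1b for endosperm pair each methylation peak with the gene regions it overlaps, so one peak can fill several rows. Each row gives the position and length of the peak, the paper's number of uniquely mapped reads in it, its diffScore and the gene region. The first 1999 of 144401 rows of Table S1a and the first 1999 of 61446 rows of Table S1b were used here. The rows of Table S1a hold 866 distinct embryo peaks on chromosome 1, and those of Table S1b hold 846 distinct endosperm peaks on the same chromosome. The rows used of Table S1a end at position 22623587 and those of Table S1b at 62527212, so beyond the former only endosperm peaks could be assigned to genes. All 866 and all 846 have the same position and the same diffScore in the deposited peak lists. The paper's read numbers in these peaks run from 12 to 238 with a median of 30.5 in embryo, and from 12 to 1765 with a median of 20 in endosperm.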

Methylation status of embryo and endosperm was analyzed in promoter, exon, intron, transcriptional termination region, 5’ UTR, 3’ UTR and coding sequences (Additional file 4: Table S1a, Additional file 5: Table S1b). Gene regions that overlapped with DNA methylation peaks were considered methylated. Methylated promoters and transcriptional termination region (TTR) could be classified into four types by CpG content: high CpG content promoters (HCPs), low CpG content promoters (LCPs), high CpG content TTRs (HCTTRs) and low CpG content TTRs (LCTTRs) as previously described [28,48,49].

**Figure 3:**
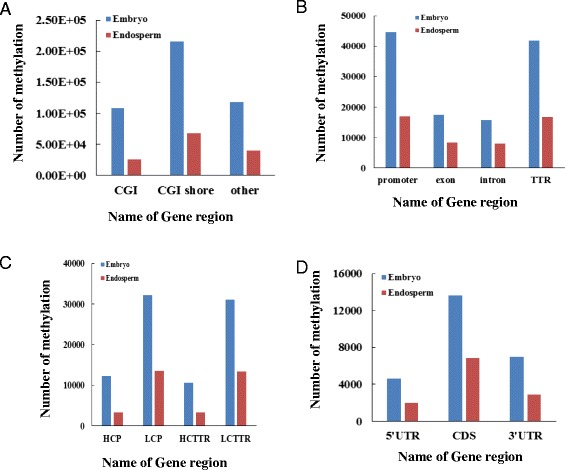
**Distribution of DNA methylated peaks in gene regions.** Distribution of DNA methylation peaks in CGIs, CGI shores and other regions **(A)**, Distribution of DNA methylation peaks in TTRs, promoters, exons and introns **(B)**, Distribution of DNA methylation peaks in HCP, LCP, HCTTR and LCTTR **(C)**. Distribution of DNA methylation peaks in CDs, 5’UTR and 3’UTR **(D)**.

We detected 16,835 methylated promoters and 16,758 methylated TTRs in maize endosperm genome, while 44,488 methylated promoters and 41,715 methylated TTRs in maize embryo were identified. The DNA methylation occurred more frequently in promoter and TTR regions than other gene regions (Figure 3B).

In embryo, 12,313 methylated HCPs, 42,790 methylated LCPs, 10,628 methylated HCTTRs and 39,982 methylated LCTTRs were detected. Endosperm contained much less methylated HCPs (3,284), LCPs (16,835), HCTTRs (3,351) and LCTTRs (16,757) (Figure 3C). We also analyzed the methylation levels within introns and exons in embryo and endosperm. There were 17,475 methylated exons and 15,703 methylated introns in embryo, and 8,388 methylated exons, 7,970 methylated introns in endosperm. Figure 4 shows that the promoter and TTR were more methylated than the gene body (intron and exon) on average.

**Figure 4:**
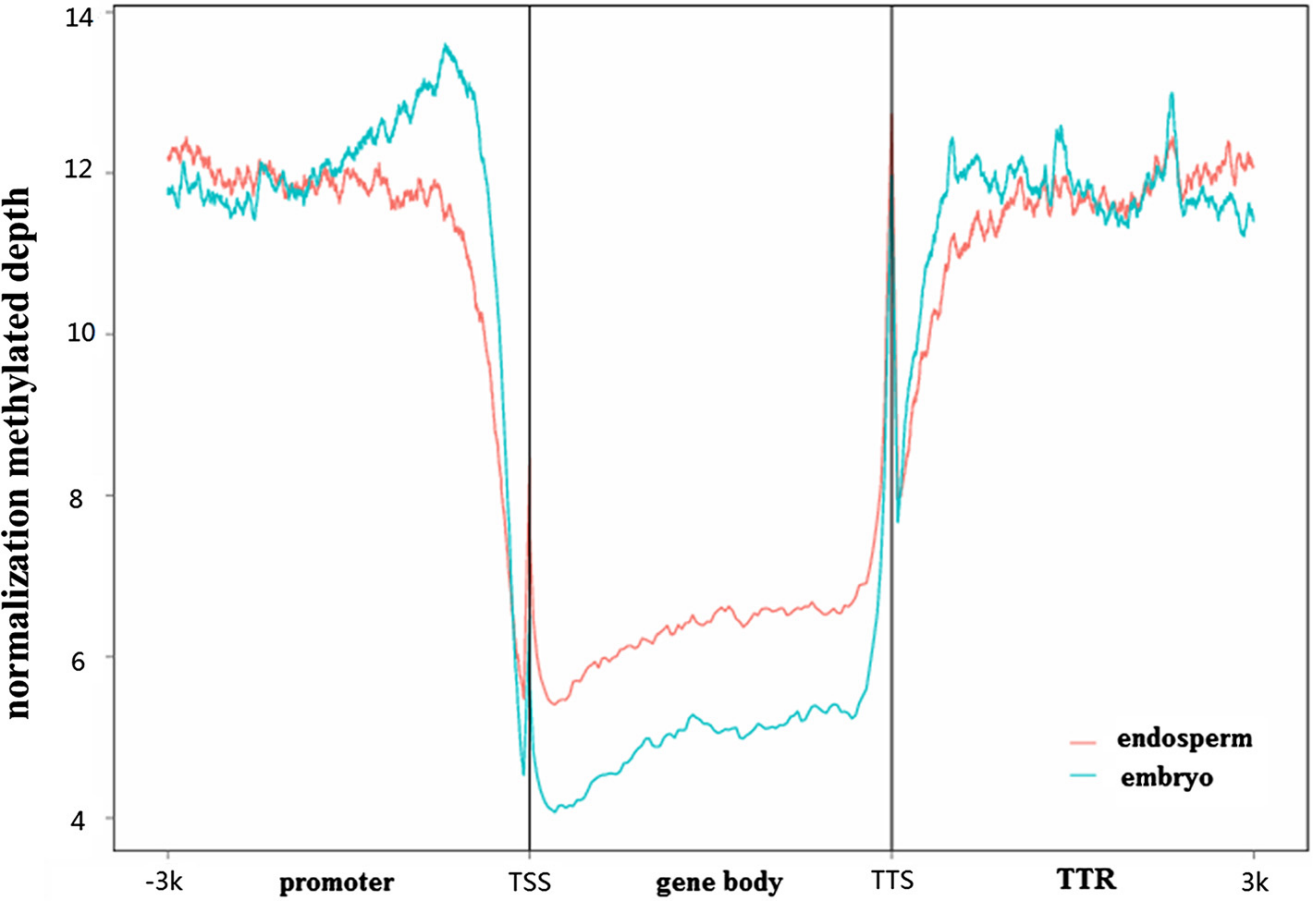
**DNA methylation level in gene body, promoter and transcription termination region.**

The transposase genes that overlapped with DNA methylation peak were considered methylated TEs. In maize seed, we detected 184 methylated TEs which contain MuDR transposon, gypsy-type retrotransposon, copia sub-class retrotransposon, CACTA sub-class transposon and other types of transposons by BLASTX against nr protein database. Only two of these TEs were not methylated in embryo, while 64 of them were not methylated in endosperm (Additional file 6: Table S2).

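Of the 184 genes of Table S2, 9 could be placed on the deposited peaks through the rows used of Tables S1a and S1b, all on chromosome 1. GRMZM2G418037 and GRMZM2G018068, both annotated in Table S2 as unclassified retrotransposons, had embryo peaks with no overlapping endosperm peak. For GRMZM2G418037 these lay from 10359556 to 10359852 in the promoter with a diffScore of 260.3, from 10365181 to 10366164 in an intron with 330.2, and from 10376307 to 10376504 in the TTR with 72.3. The closest endosperm peak to any of them was 18426 bp away. For GRMZM2G018068 the embryo peaks lay from 11759283 to 11759591 in the promoter and from 11767447 to 11767766 in an intron, and the closest endosperm peak was 14469 bp away.
In GRMZM2G178571, also an unclassified retrotransposon, the promoter peak of embryo from 9910966 to 9911336 overlapped the endosperm peak from 9910998 to 9911300, whereas the intron peak of embryo from 9917345 to 9917559 was 6044 bp from any endosperm peak. An intron of GRMZM2G059102 had overlapping peaks in both tissues, from 17970330 to 17970866 in embryo and from 17970388 to 17970552 in endosperm, and so had an intron of GRMZM2G137236, from 3016071 to 3016224 and from 3016141 to 3016351. The endosperm peaks placed in GRMZM2G096424 and GRMZM2G124209 each overlapped an embryo peak. Those of GRMZM2G034120 and GRMZM2G049211, Ty1-copia retrotransposon genes, lay 214 bp and 760 bp from the closest embryo peak. These 4 genes lie beyond the end of the rows used of Table S1a, so embryo peaks elsewhere in them could not be assigned, and Table S2 marks all of them as methylated in embryo too. In the paper's own calls in Table S2, 120 genes are marked as methylated in both tissues and 64 in embryo alone.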

### Characterization of Differential Methylated Region (DMR)

We identified DNA methylation regions using a newly developed method. Any peak detected in embryo overlapping with peaks in endosperm, we will select the genomic region covering them as one DNA methylation region. If a peak detected in embryo (or endosperm) doesn’t overlap with any peak from endosperm (or embryo), we also considered the genomic region covering the peak to be a DNA methylation region in embryo or endosperm. Thus, 381,221 DNA methylation regions were identified in this study.

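Joining each embryo peak with the endosperm peaks it shares at least 1 bp with, and keeping all other peaks as they are, gave 381562 methylation regions. Of these, 82661 (21.7%) held peaks of both tissues, 269215 (70.6%) held an embryo peak alone and 29686 (7.78%) an endosperm peak alone. Of the regions with both, 78324 were made of 1 embryo and 1 endosperm peak. The number of regions was 384218 when the overlap had to cover 50% of the shorter peak and 367862 when peaks within 200 bp counted as overlapping. It moved most, to 149689, when peaks of both libraries needed a diffScore of at least 100.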

The read number of each methylated region from embryo or endosperm was used to calculate the normalized log_2_ value (log_2_ ratio of read number of embryo versus endosperm) and test p-value using the DEGseq R package. If normalized log_2_ value >0 (or read number from endosperm in the methylation region =0) and p < 0.001, the methylated region was considered up-methylated in embryo, and down-methylated in endosperm. If normalized log_2_ value < 0(or read number from embryo in the methylation region =0) and p < 0.001, the methylated region was considered up-methylated in endosperm, and down-methylated in embryo.

Among the identified 381,221 methylated regions, 238,088 regions were differentially methylated between embryo and endosperm (Additional file 7: Table S3). Totally, 175,337 and 62,751 differentially methylated regions (DMRs) were up-methylated in embryo and endosperm, respectively.

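Counted by peaks, 85935 of the 115621 endosperm peaks (74.3%, 95% Wilson interval 74.1 to 74.6) overlapped an embryo peak, and 84257 of the 353472 embryo peaks (23.8%, 23.7 to 24.0) overlapped an endosperm peak. On the 10 chromosomes, where the share of endosperm peaks was also 74.3%, moving the endosperm peaks along each chromosome by a random distance 100 times gave a mean share of 9.44%, with a highest value of 9.69%. The share depended on the diffScore within each list. With the peaks of a list ranked by diffScore and cut into 10 equal groups, 8.60% of the embryo peaks in the lowest group and 63.9% in the highest group overlapped an endosperm peak. For endosperm peaks the corresponding shares were 57.7% and 96.3%.
The paper's DMRs rest on the reads of each region and not on the presence of a peak. The paper's number of DMRs up-methylated in embryo, 175337, is 93878 below the number of regions with an embryo peak alone. The paper's number up-methylated in endosperm, 62751, is 33065 above the number of regions with an endosperm peak alone. From the read numbers, normalized and tested per region with DEGseq, the paper calls a region up-methylated in the tissue with the higher value. It does so only where the p-value is below its cutoff, so not every region is called.

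**Figure D1:**
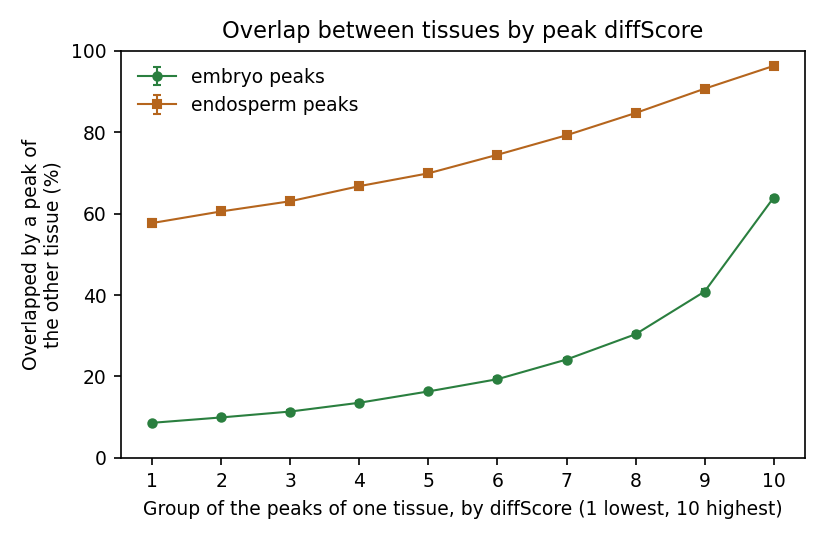
Share of the methylation peaks of each tissue that overlap a peak of the other tissue by at least 1 bp (y axis, percent), by group of diffScore within the list of that tissue (x axis, 10 equal groups from lowest to highest). Points are shares in 1 library per tissue and bars are 95% Wilson intervals, which are mostly smaller than the points. The share rises from 8.60% to 63.9% for embryo peaks and from 57.7% to 96.3% for endosperm peaks.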

More DMRs were located in CGI shore to compare with CGI. In promoter and TTR, we found more DMRs to compare with intron and exon. In embryo, more up-methylated DMRs were distributed in promoters and TTRs than intron and exon, while more down-methylated DMRs were distributed in promoter and TTR in endosperm. In embryo, more up-methylated DMRs could overlap with promoter, TTR, intron and exon to compare with endosperm (Figure 5). The overlapped up-methylated DMRs of some promoters, TTRs, introns and exons were plotted using the Integrative Genomics Viewer (IGV) software (Figure 6).

**Figure 5:**
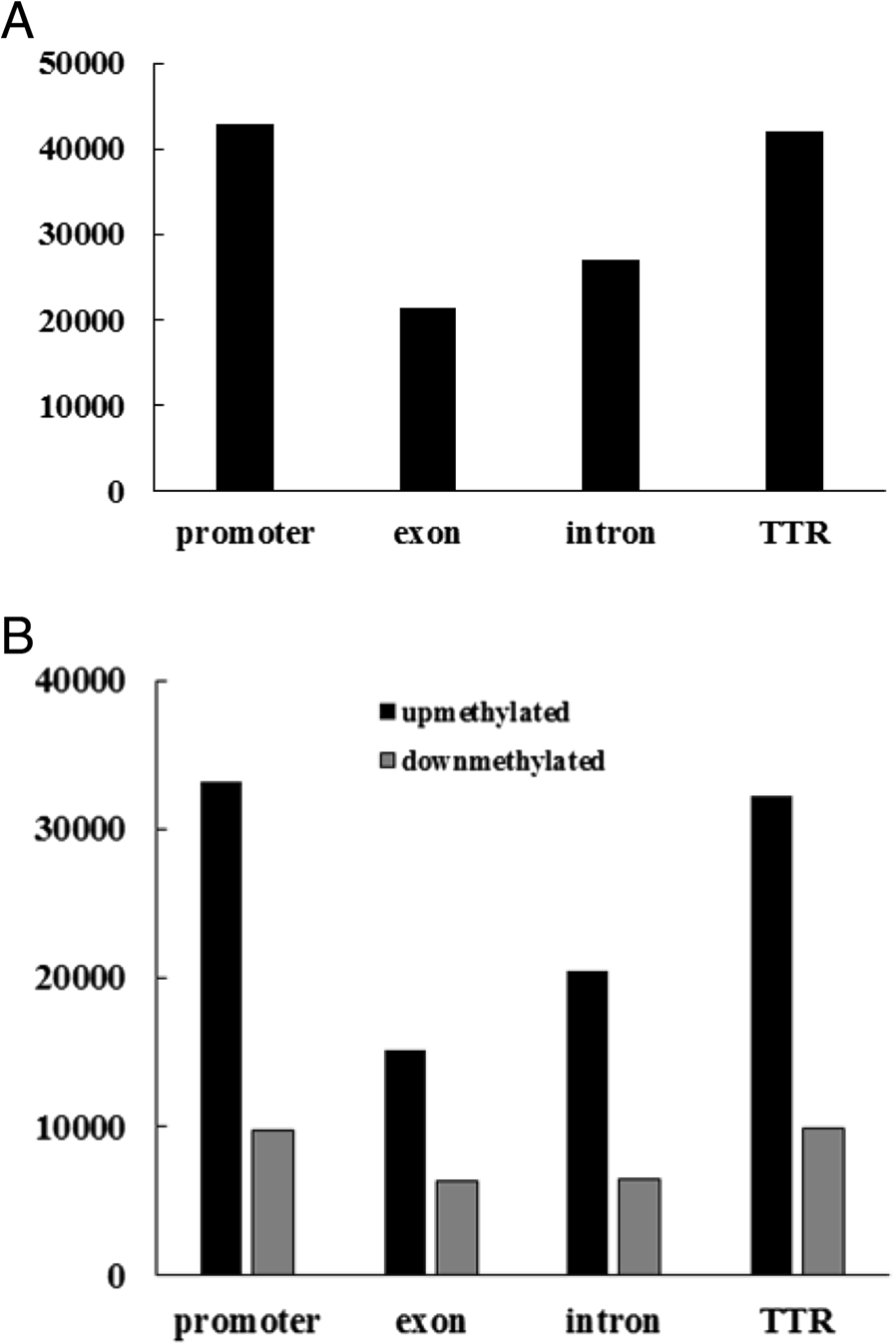
**Distribution of DMRs in maize gene regions. A**, Distribution of DMRs in TTRs, promoters, exons and introns. **B**, Distribution of up-methylated and down-methylated DMRs in embryo TTRs, promoters, exons and introns.

**Figure 6:**
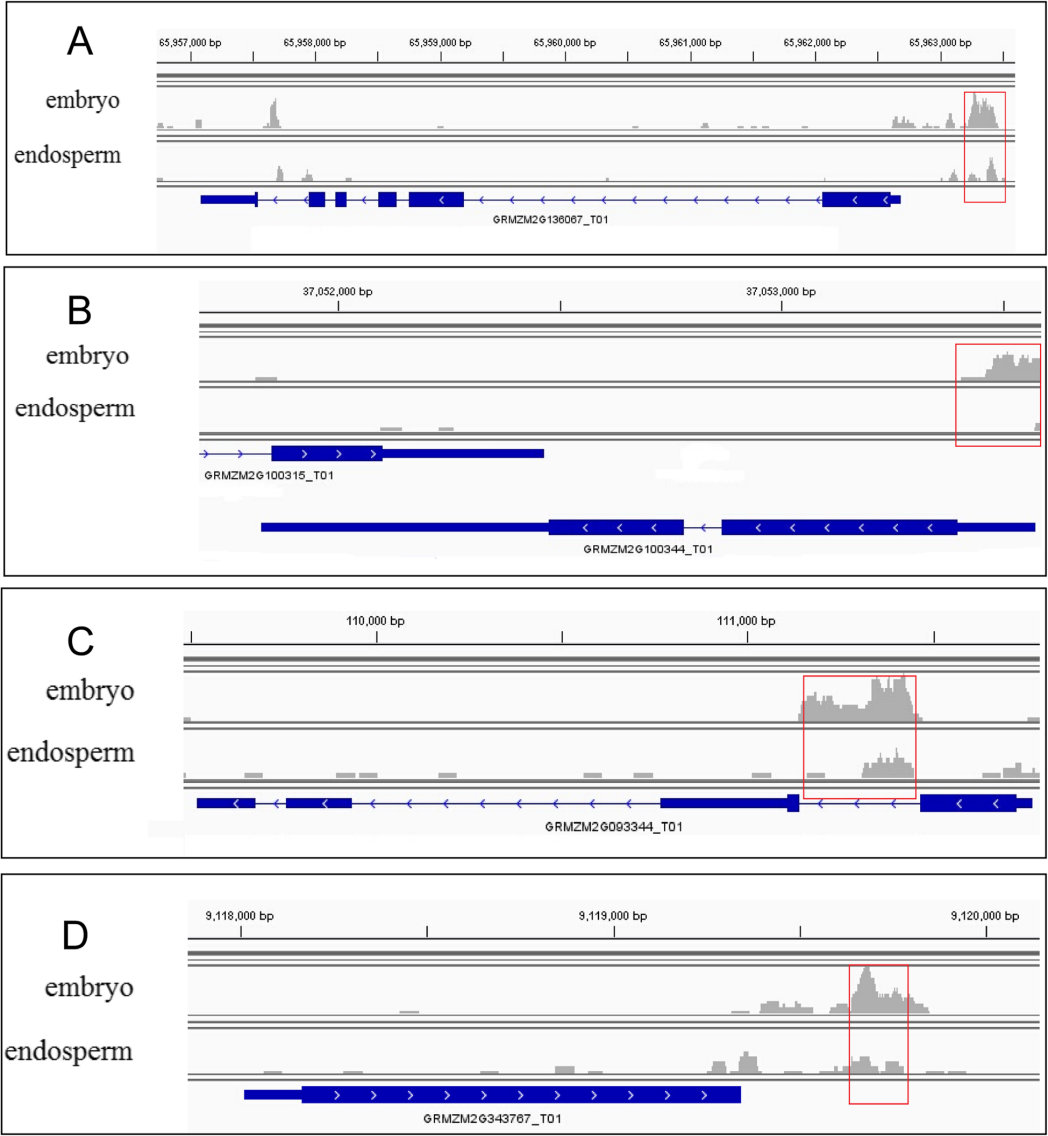
**Promoter, TTR, intron and exon overlapped up-methylated DMRs in embryo.** Some gene regions overlapped with the up-methylated DMRs in embryo, such as GRMZM2G136067 promoter **(A)**, GRMZM2G343767 TTR **(B)**, GRMZM2G100344 exon **(C)** and GRMZM2G093344 intron **(D)**. Red boxes were the DMRs that were up-methylated in embryo and down-methylated in endosperm. The arrow on gene structure represents the direction of transcription.

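The named regions of GRMZM2G343767 and GRMZM2G093344 could be placed through Table S1a. The TTR of GRMZM2G343767 overlapped an embryo peak on chromosome 1 from 9119580 to 9119810 (231 bp, diffScore 87.5), for which the paper's read number is 23. The closest endosperm peak was 16231 bp away. The peak of GRMZM2G093344 lay on chromosome 1 from 111248 to 111471 (224 bp, diffScore 111.5), with a read number of 26 in the paper, and Table S1a assigns it to CDS, exon and intron. The closest endosperm peak was 3848 bp away, from 115320 to 115560, and overlapped the next embryo peak. Within 20 kb on either side of the named peak, GRMZM2G343767 had 6 embryo peaks and 1 endosperm peak, and GRMZM2G093344 had 6 and 4. GRMZM2G136067 and GRMZM2G100344 were not analysed here.

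**Figure D2:**
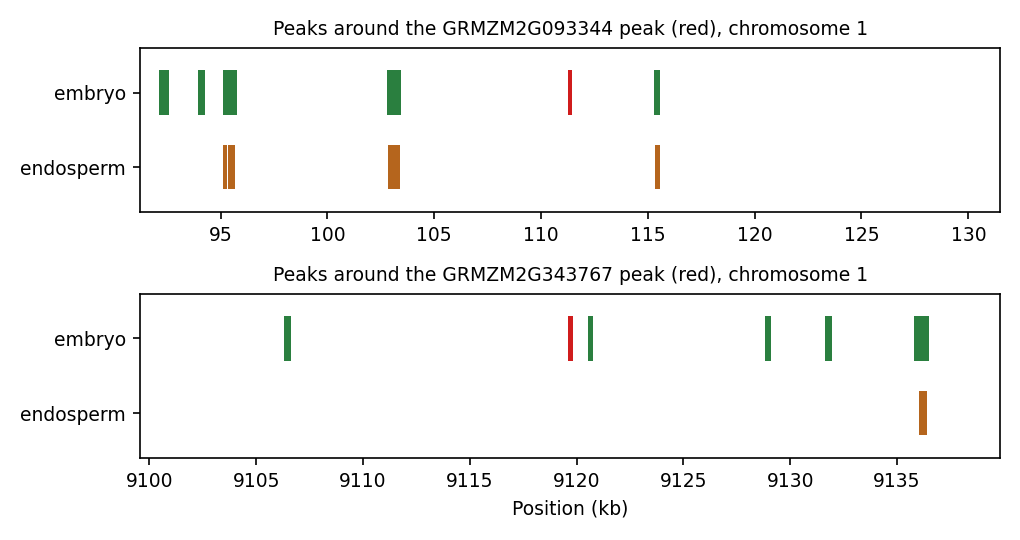
Methylation peaks of embryo and endosperm around the GRMZM2G093344 and GRMZM2G343767 peaks on chromosome 1. The x axis is the position in kb, each box is a peak drawn to scale, and the red box is the embryo peak assigned to the gene. No endosperm peak lies under either red box, and the closest is 3848 bp away for GRMZM2G093344 and 16231 bp away for GRMZM2G343767.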

### Function annotation of the methylated genes

Function annotation of the methylated genes was carried out by BLASTX against non-redundant (nr) protein database. Information from proteins with the highest similarity to the given methylated gene was used to annotate the gene function. The encoding proteins of the methylated genes were further compared with KEGG (Kyoto Encyclopedia of Genes and Genomes). Totally, 15,958 methylated genes were annotated by BLASTX analysis. Some ribosomal protein, storage protein, LEA (late embryogenesis abundant) protein encoding genes and imprinting genes were found methylated. Many genes encoding transcription factors, such as WRKY, SBP, NAC, MYB, bZIP families were methylated (Additional file 8: Table S4).

The methylated genes were predicted to be involved in 118 metabolic pathways based on KEGG database. Many methylated genes encoding proteins involved in chromatin structure and DNA synthesis, cell cycle regulation, nitrogen metabolism, fatty acid synthesis and elongation, starch and sugar metabolism, amino acid metabolism, protein metabolism, brassinosteriod biosynthesis, tricarboxylic acid cycle pathway, hormone metabolism and signal transduction pathways (Additional file 9: Figure S1-9). These results indicated that DNA methylation was involved in a wide range of biological processes.

### Differentially methylated genes in maize embryo and endosperm

Of the 15,958 annotated methylated genes, 296 in embryo, and 7,735 in endosperm were de-methylated. Many genes were only methylated in embryo but not in endosperm and many genes are more methylated in embryo than endosperm (all DMRs that the gene contained is up-regulated in embryo than in endosperm). Some of these genes may contribute to epigenetic inheritance and reprogramming across generations, for example, gene encoding DNA-3-methyladenine glycosylase I, gene encoding histone deacetylase, lysine-specific histone demethylase and histone-arginine methyltransferase. Some genes are associated with cell differentiation and vascular development, for example, the ZF-HD-type transcription factor, TCP-1/cpn60 chaperonin family protein and TCP family protein. Some genes are involved in hormone metabolism and signal transduction pathways, such as ABI3/VP1 type transcription factor, auxin response factor (ARF), Aux/IAA family, GRAS family transcription factor, B3 DNA binding domain family protein, GID1-like gibberellin receptor, and BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1. Gene involved in cell fate determination, GeBP type transcription factor [50], was identified. WOX family proteins, key regulators of embryo development, were detected in this study. Genes encoding key enzymes in starch synthesis, for example, starch synthase I, starch branching enzyme IIb and granule-bound starch synthase precursor were detected differentially methylated. Dicer-like (DCL) and Argonaute (AGO), key enzymes of small RNA biogenesis pathway were found to be more methylated in embryo than in endosperm. bHLH and MADS-box transcription factor also showed more methylation in embryo than in endosperm (Additional file 10: Table S5).

### Gene Ontology (GO) enrichment of differentially methylated genes

All methylated genes were annotated based on GO annotation. Additional file 11: Table S6 shows the GO categories and function of methylated genes.

To better understand the potential function of the differential methylated genes, GO functional classification of these genes was performed by Blast2GO program. Fisher’s exact test p-values were calculated for overrepresentation of the differential methylated genes (genes contained DMRs) in all GO categories. GO terms with p < 0.05 were considered as significant enriched. Totally, 97 GO terms were significantly enriched, with 37 in cellular component, 19 in molecular function and 41 in biological process. In biological process, the most significantly enriched differentially methylated genes are related to photosynthesis, electron transport chain, and respiratory electron transport chain. In cellular component, the most significantly enriched genes are related to chloroplast, photosynthetic membrane, and thylakoid part. While, in molecular function, the most significantly enriched genes are involved in quinone binding, NADH dehydrogenase (quinone) and NADH dehydrogenase (ubiquinone) activity (Table 2).

**Table 2:** **GO function analysis of the enriched differential methylated genes**

**Category**	**GO term**	**Count**	**P-value**
**biological process**			
**GO:0015979**	photosynthesis	224	9.30E-13
**GO:0022900**	electron transport chain	232	2.13E-11
**GO:0022904**	respiratory electron transport chain	98	5.01E-10
**GO:0006091**	generation of precursor metabolites and energy	384	9.60E-10
**GO:0006119**	oxidative phosphorylation	89	1.29E-08
**GO:0042773**	ATP synthesis coupled electron transport	89	1.29E-08
**GO:0015980**	energy derivation by oxidation of organic compounds	142	1.39E-07
**GO:0045333**	cellular respiration	135	1.67E-07
**GO:0019684**	photosynthesis, light reaction	140	2.64E-07
**GO:0009767**	photosynthetic electron transport chain	59	2.87E-07
**GO:0009772**	photosynthetic electron transport in photosystem II	25	2.79E-06
**GO:0044237**	cellular metabolic process	3685	5.18E-06
**GO:0009058**	biosynthetic process	1708	7.56E-06
**GO:0044249**	cellular biosynthetic process	1597	3.61E-05
**GO:0009987**	cellular process	4664	0.00011
**GO:0015985**	energy coupled proton transport, down electrochemical gradient	46	0.00014
**GO:0015986**	ATP synthesis coupled proton transport	46	0.00014
**GO:0042777**	plasma membrane ATP synthesis coupled proton transport	18	0.00016
**GO:0006351**	transcription, DNA-dependent	206	0.00017
**GO:0032774**	RNA biosynthetic process	207	0.00032
**GO:0009145**	purine nucleoside triphosphate biosynthetic process	69	0.00033
**GO:0009206**	purine ribonucleoside triphosphate biosynthetic process	69	0.00033
**GO:0034645**	cellular macromolecule biosynthetic process	940	0.00035
**GO:0009059**	macromolecule biosynthetic process	947	0.00093
**GO:0009201**	ribonucleoside triphosphate biosynthetic process	70	0.00185
**GO:0009142**	nucleoside triphosphate biosynthetic process	72	0.00189
**GO:0015672**	monovalent inorganic cation transport	142	0.00216
**GO:0009152**	purine ribonucleotide biosynthetic process	81	0.00222
**GO:0006818**	hydrogen transport	77	0.00226
**GO:0015992**	proton transport	77	0.00226
**GO:0042775**	mitochondrial ATP synthesis coupled electron transport	56	0.00272
**GO:0006754**	ATP biosynthetic process	63	0.00586
**GO:0006164**	purine nucleotide biosynthetic process	84	0.01066
**GO:0006120**	mitochondrial electron transport, NADH to ubiquinone	38	0.01086
**GO:0010467**	gene expression	846	0.01137
**GO:0072522**	purine-containing compound biosynthetic process	88	0.01641
**GO:0008152**	metabolic process	4538	0.01879
**cellular component**			
**GO:0009507**	chloroplast	1513	2.21E-14
**GO:0034357**	photosynthetic membrane	277	9.70E-14
**GO:0044436**	thylakoid part	289	1.13E-13
**GO:0042651**	thylakoid membrane	268	1.87E-13
**GO:0055035**	plastid thylakoid membrane	263	2.47E-13
**GO:0009535**	chloroplast thylakoid membrane	262	3.82E-13
**GO:0009534**	chloroplast thylakoid	290	7.41E-13
**GO:0031976**	plastid thylakoid	290	7.41E-13
**GO:0009579**	thylakoid	345	4.30E-12
**GO:0031984**	organelle subcompartment	294	4.46E-12
**GO:0009539**	photosystem II reaction center	20	2.60E-08
**GO:0009536**	plastid	2256	7.71E-07
**GO:0009523**	photosystem II	62	1.57E-06
**GO:0009521**	photosystem	74	1.78E-06
**GO:0030076**	light-harvesting complex	22	9.18E-06
**GO:0044422**	organelle part	1690	1.14E-05
**GO:0044446**	intracellular organelle part	1686	1.25E-05
**GO:0033177**	proton-transporting two-sector ATPase complex, proton-transporting domain	34	1.40E-05
**GO:0032991**	macromolecular complex	1156	2.06E-05
**GO:0045263**	proton-transporting ATP synthase complex, coupling factor F(o)	27	2.74E-05
**GO:0005761**	mitochondrial ribosome	41	3.68E-05
**GO:0045259**	proton-transporting ATP synthase complex	43	5.44E-05
**GO:0016469**	proton-transporting two-sector ATPase complex	57	6.01E-05
**GO:0005840**	ribosome	337	0.00012
**GO:0044434**	chloroplast part	663	0.00018
**GO:0044429**	mitochondrial part	220	0.00049
**GO:0044391**	ribosomal subunit	179	0.00068
**GO:0044435**	plastid part	671	0.00069
**GO:0005762**	mitochondrial large ribosomal subunit	14	0.00184
**GO:0005739**	mitochondrion	1597	0.00213
**GO:0043234**	protein complex	769	0.00294
**GO:0000313**	organellar ribosome	41	0.00436
**GO:0005759**	mitochondrial matrix	70	0.00484
**GO:0015935**	small ribosomal subunit	88	0.01036
**GO:0030075**	plasma membrane-derived thylakoid	9	0.01078
**GO:0030096**	plasma membrane-derived thylakoid photosystem II	9	0.01078
**GO:0030529**	ribonucleoprotein complex	394	0.01593
**GO:0005753**	mitochondrial proton-transporting ATP synthase complex	29	0.01639
**GO:0016021**	integral to membrane	882	0.03048
**GO:0044425**	membrane part	1118	0.03143
**GO:0044444**	cytoplasmic part	5004	0.03237
**molecular function**			
**GO:0048038**	quinone binding	69	1.29E-10
**GO:0050136**	NADH dehydrogenase (quinone) activity	86	2.42E-10
**GO:0008137**	NADH dehydrogenase (ubiquinone) activity	82	2.07E-09
**GO:0003954**	NADH dehydrogenase activity	86	6.51E-09
**GO:0019843**	rRNA binding	92	3.35E-08
**GO:0003899**	DNA-directed RNA polymerase activity	93	4.58E-08
**GO:0034062**	RNA polymerase activity	95	8.32E-08
**GO:0016655**	oxidoreductase activity, acting on NADH or NADPH, quinone or similar compound as acceptor	91	5.39E-07
**GO:0016651**	oxidoreductase activity, acting on NADH or NADPH	117	5.94E-06
**GO:0045156**	electron transporter, transferring electrons within the cyclic electron transport pathway of photosynthesis activity	25	2.61E-05
**GO:0005198**	structural molecule activity	325	0.00023
**GO:0046933**	hydrogen ion transporting ATP synthase activity, rotational mechanism	34	0.00055
**GO:0003735**	structural constituent of ribosome	254	0.00058
**GO:0032549**	ribonucleoside binding	31	0.00065
**GO:0001882**	nucleoside binding	31	0.00135
**GO:0015078**	hydrogen ion transmembrane transporter activity	99	0.00302
**GO:0015077**	monovalent inorganic cation transmembrane transporter activity	134	0.00421
**GO:0016779**	nucleotidyltransferase activity	200	0.00936
**GO:0016984**	ribulose-bisphosphate carboxylase activity	18	0.04269

### Methylation and transcriptional repression of imprinting genes

Previous studies demonstrated that some imprinting genes in endosperm were associated with DNA methylation [31,39-41]. In maize endosperm, 17.3% of the analyzed imprinting genes showed differential methylation between the two parental alleles [39,41]. We examined the correlation between expression of imprinting genes and DNA methylation level in embryo and endosperm. We analyzed the methylation mode of 176 imprinting genes identified by Zhang [39]. Only 65 out of the 176 imprinting genes were detected to be methylated in embryo or endosperm. Thirty eight of the methylated genes were only methylated in embryo, suggesting that these imprinting genes were not associated with allelic silencing in endosperm. Five of the methylated genes were only methylated in endosperm, suggesting that these imprinting genes were not associated with allelic silencing in embryo.

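Of the 65 imprinting genes of Table S7, 5 could be placed on the deposited peaks through the rows used of Tables S1a and S1b, all on chromosome 1. GRMZM2G379898 had an embryo peak in its promoter from 1875675 to 1876042 (diffScore 126.3), and the closest endosperm peak was 2668 bp away. GRMZM2G445602 had an embryo peak in its promoter from 16820680 to 16820865 (diffScore 56.7), 14502 bp from the closest endosperm peak. The other three genes had overlapping peaks in both tissues, 2 of them beyond the end of the rows used of Table S1a. In GRMZM2G474194 the promoter peak of embryo from 1662632 to 1663163 and the TTR peak from 1667375 to 1667691 each overlapped an endosperm peak. The rows used of Table S1b assign to this gene the endosperm peak in the TTR, but not that from 1662767 to 1663094 under the promoter peak. The endosperm peak in the promoter of GRMZM2G108032 from 33119843 to 33119988, and that in the TTR of GRMZM2G394203 from 50089433 to 50089682, each overlapped an embryo peak. Over the gene regions marked in the paper's Table S7, 33 genes are marked in embryo alone, 5 in endosperm alone and 27 in both.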

Based on the transcription data [37], we found 25 of the methylated genes showed much higher expression level in endosperm than in embryo (endosperm/embryo average RPKM >1.5), among them, the majority (17/25) of genes were more methylated or only methylated in embryo, four of them were more methylated in endosperm or only methylated in endosperm and the methylation level of rest four genes was similar between embryo and endosperm.

15 of the methylated genes showed much higher expression level in embryo than in endosperm (embryo/endosperm average RPKM >1.5), among them, one of the 15 genes was more methylated in endosperm, 6 were more methylated in embryo, and the rest 8 genes showed similar methylation level between embryo and endosperm.

The rest 25 methylated genes showed similar expression level between endosperm and embryo, among them, ten of the 25 genes were more methylated in embryo, the rest 15 genes showed similar methylation level between embryo and endosperm. Totally, among the 65 imprinting genes which were methylated in embryo or endosperm, 41.5% were methylated similarly between embryo and endosperm, while 58.5% were differentially methylated (Additional file 12: Table S7). These results showed that only a small portion of the imprinting genes were regulated by DNA methylation.

A maize DME-like gene (GRMZM2G123587) and a MBD4-like gene (GRMZM5G847045) were identified in this study. The DME-like gene encodes 5-methylcytosine DNA glycosylase, and MBD4-like gene encodes methylation-binding domain 101 protein. Maize DME-like (GenBank: AFW71475.1) is homologous to Arabidopsis DME (AAM77215.1, identifies = 64%, E-value = 0) and contains HhH-GPD base excision DNA repair protein domain. Maize MBD4-like NP_001105172.1 is homologous to Arabidopsis MBD4 (NP_191862.1, identifies = 47%, E-value = 2e-37) and contains methyl-CpG-binding domain. DME participates in demethylation of the maternal genome in endosperm [10,11]. Overexpression of MBD4/AID gene caused bulk genome de-methylation in zebra fish [9]. The expression levels of DME-like and MBD4-like gene were all higher in maize endosperm (Figure 7). Therefore, high transcriptional activity of these two genes could be associated with the low methylation level in endosperm.

**Figure 7:**
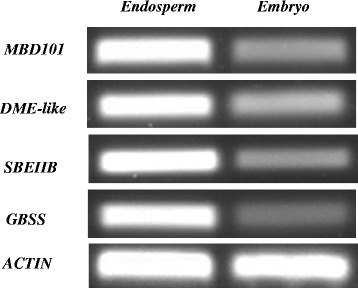
**Different expression of DME-like gene, MBD4-like gene, SBEIIB gene and GBSS gene in maize embryo and endosperm.**

## Discussion

Our data showed the different pattern of DNA methylation between maize embryo and endosperm. Embryo contained more DNA methylation peaks to compare with endosperm in each chromosome.

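Each of the 10 chromosomes had more peaks in embryo than in endosperm. The ratio of peak numbers ran from 2.94 on chromosome 6 (28915 embryo and 9838 endosperm peaks, 95% interval 2.87 to 3.01) to 3.13 on chromosome 1 (51584 and 16501, 3.07 to 3.18). All 10 chromosomes also had more embryo peaks at a diffScore of at least 100, with ratios from 5.58 on chromosome 6 to 7.24 on chromosome 3, and at a diffScore of at least 200, with ratios from 6.03 on chromosome 6 to 13.1 on chromosome 10. The interval from 10 to 13 Mb, chosen after its values were seen, lowers the ratios of chromosome 6. Outside it they were 3.05 for all peaks, above the 3.03 of chromosome 2, and 6.50 and 9.03 at the minimums of 100 and 200, still the lowest of the 10 chromosomes. The paper reads the number of methylation peaks as a measure of how many loci of the genome are methylated.

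**Figure D3:**
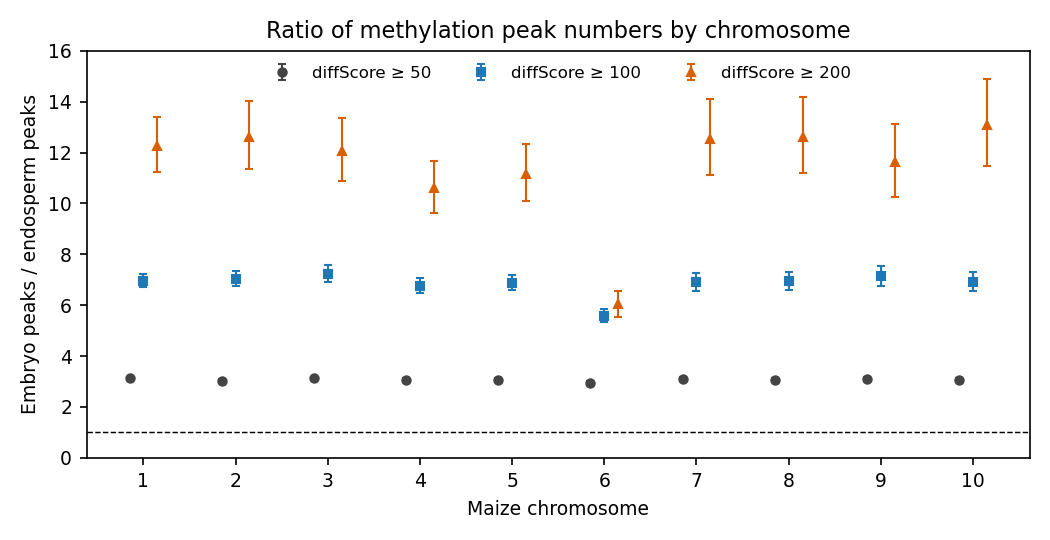
Number of embryo peaks divided by the number of endosperm peaks (y axis) on each maize chromosome (x axis), for all peaks and for peaks with a diffScore of at least 100 or 200. Bars are 95% Wilson intervals for counting error in 1 library per tissue, and the dashed line marks equal numbers. All ratios lie above 1, and chromosome 6, with its interval from 10 to 13 Mb included, has the lowest ratio at each minimum. Minimums above 200 are not drawn.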

More DNA methylation peaks were located in CGI shores compared to CGIs and other gene regions, which is in agreement with the results from human. CGI shore also contained more DMRs than CGI. More DMRs were distributed in promoters and TTRs than introns and exons. Many studies showed that LCPs were more methylated than HCPs [49], we found the same result in maize. In maize, we found that TTRs methylation may have similar function to promoter methylation, which is in agreement with previous study [21]. We found that LCTTRs contained more DNA methylation peaks than the HCTTRs. More DMRs were up-methylated in embryo than in endosperm. This methylation may cause tissue-specific expression of genes between embryo and endosperm. Our results showed that 58.5% imprinting genes were differentially methylated between embryo and endosperm. Methylation level could be negatively or positively correlated with the expression level of imprinting genes. Methylation level was associated with allelic silencing of only a small number of imprinting genes.

Starch is a major component of maize endosperm and comprises two different forms of carbohydrate polymers: a linear amylose and a branched amylopectin. Our results showed that the genes encoding starch synthase I, starch branching enzyme IIb (SbeIIb) and granule-bound starch synthase precursor (GBSS) were more methylated in embryo than in endosperm. The expression levels of these genes were much higher in endosperm than in embryo, which was consistent with previous transcriptome data [37]. Both GBSS and starch synthase I showed embryo specific DNA methylated, and the methylated regions were located in promoter. SbeIIb gene promoter was methylated only in embryo and intron was more methylated in embryo than in endosperm. This is in agreement with previous studies that SbeII and GBSS promoters are endosperm-specific promoters [51,52]. Tissue-specific promoters may contain tissue-specific cis-elements, for example, RY motif [51,52] or other elements, for example, GGATCC palindrome, which could be recognized by DNA methyltransferases [53]. GGATCC was detected in maize SbeIIb gene promoter. It is possible that the promoters of the above described three genes were de-methylated in endosperm, and promoter methylation of these genes in embryo was associated with their transcription repression. In addition, genes in starch synthesis and metabolism, such as isoamylase-type starch debranching enzyme ISO3, starch branching enzyme IIa, starch synthase IIIb-1, starch phosphorylase and starch binding domain containing family protein genes were all methylated mainly in promoter region only in embryo. These genes were hypermethylated in embryo and hypomethylated in endosperm.

Storage protein zein and oleosin genes were found to be more methylated in embryo than in endosperm. Zein gene expression level was higher in endosperm than in embryo [37]. The 15 kDa beta zein, 22 kDa alpha zein1, 22 kDa alpha zein 4 and 22 kDa alpha zein 5 encoding genes were methylated specifically in embryo. The DMR of 15 kDa beta zein encoding gene was located in TTR, while the DMRs of other three genes all located in exon. The methylated level and the expression level of zeins were negatively correlated. Oleosins are key components of oil body. In maize seed, the expression level of 16 kDa oleosin gene and Zm-II oleosin gene was higher in embryo compared to endosperm. However, our data clearly showed that these two genes were methylated in embryo but not in endosperm. The methylation was located in promoter and TTR regions. The methylation level of these oleosin genes was not negatively correlated with their expression.

WUSCHEL-related homeobox (WOX) transcription factor is necessary for cell division that forms the apical domain of embryo. In maize embryo, the WOX8 promoter and TTR was hypermethylated, however, this gene was highly expressed in embryo. In embryos of *Arabidopsis* met1-6 mutant, expression level of de-methylated WOX8 is lower than the hypermethylated WOX8 in wild-type embryo [8]. This result suggested that methylation could enhance WOX8 expression in embryo. Gene methylation could repress or active gene expression, and sometimes gene methylation may not correlate with transcription [21].

A hypothesis is that TE silencing is through the RNAi pathway. Small RNAs may be transported from endosperm to embryo where they lead to siRNA or miRNA-mediated methylation of TEs. The evidence is that abundant TE-derived small RNAs were accumulated in endosperm in *Arabidopsis*, but extremely low levels of CHH methylation occurs in endosperm. In contrast, high CHH methylation was detected in embryo [54]. In other words, the link between RNAi and DNA methylation may be weakened in endosperm and the small RNAs could be taken away. In our study, TEs were more methylated in embryo than in endosperm, possibly due to the imported small RNA. If this is true, it could explain, at least in part, the hypomethylation of endosperm. We identified a maize DME-like gene and a MBD4-like gene, and found that their expression levels were higher in maize endosperm than in embryo. DME and MBD4 could mediate strong bulk genome DNA demethylation. Therefore, the differentially expressed DME-like and MBD101 genes could be a possible reason for the differential methylation patterns in embryo and endosperm.

## Conclusions

Through MeDIP-seq we systematically analyzed the methylomes of maize embryo and endosperm and results indicated that the global methylation status of embryo was more than that of the endosperm. Differences could be observed at the total number of methylation peaks, DMRs and specific methylated genes which were tightly associated with development of embryo and endosperm. Our results also revealed that many DNA methylation regions didn’t affect transcription of the corresponding genes.

## Methods

### Tissue collection and genomic DNA extraction

Maize endosperm and embryos were collected from B73 ears 14 days after self-pollination (DAP). The genomic DNA of two tissues was extracted by CTAB method. Tissues were ground with liquid nitrogen and 0.1 g powder was transferred into 2.0 ml tube containing 600 μl 2% CTAB solution (65°C) and 1 μl 10 μM RNase. Sample was incubated in 65°C water bath for 20 min, then mixed with 300 μl chloroform and 300 μl Tris saturated Phenol. The sample was centrifuged at 12000 rpm for 10 min at 4°C. Supernatant was transferred into a new tube and mixed with 600 μl chloroform, centrifuged at 12000 rpm for 10 min at 4°C. Supernatant was mixed with 2 volume of 100% ethanol for DNA precipitation. After centrifugation, the liquid was discarded and the precipitated DNA was washed with 70% ethanol. Dried the DNA briefly and then dissolved in 30 μl double distilled water.

### MeDIP libraries construction and sequencing

DNA was sheared using the Bioruptor sonicator (Diagenode). End reparation, base addition and adaptor ligation were performed using Methyl-Seq 1 Kit. Adaptor-ligated sheared DNA was immunoprecipitated by 5-methylcytidine antibody with Magnetic Methylated DNA Immunoprecipitation kit (Diagenode) to construct the MeDIP libraries. Each MeDIP library was subjected to high-throughput sequencing by Illummina solexa HiSeq2000 platform.

### Sequencing quality control and reads processing

Sequencing data was analyzed by data collection software. Quality control was performed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Clean reads were generated by using fastx software (version: 0.0.13) (http://hannonlab.cshl.edu/fastx_toolkit/index.html).

Genome mapping was performed using Bowtie2 (version: 2.0.5) software with default parameters [55] to generate the BAM files. The plant chloroplast genome has no methylation activity [56], so we only accounted the nuclear methylation reads detected in genome.

The peaks were detected from the BAM files using MACS (version: 1.4) [57]. Peaks with p-value = < 1e-5 were selected for further analysis.

The MeDIP-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession no. GSE58549 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58549).

### Classfication of methylated genomic regions

Based on maize genome database transcript annotation and our methylation data, we detected the methylated (overlapped regions with DNA methylation peaks) exon, intron, promoter, CD, 3’ UTRs, 5’UTR and TTR in maize. Methylated promoters and TTRs were classified into four types: high CpG content promoters (HCPs), low CpG content promoters (LCPs), high CpG content TTRs (HCTTRs) and low CpG content TTRs (LCTTRs) according to CpG content as previously described [49].

### CGIs and CGI shores identification

CGIs and CGI shores (2000 bp up- and down-stream of CGI) of maize genome were predicted by new CpG report software (Version: EMBOSS: 6.4.0.0) (http://emboss.bioinformatics.nl/cgi-bin/emboss/newcpgreport). The default parameters are as following: the minimum length is 200 bp, minimum observed/expected value is 0.6, the minimum percentage of CpG content is 50%.

### Identification of DME-like gene and a MBD101 gene

We employed the protein sequences of Arabidopsis DME gene (AT5G04560.1) and MBD4 gene (AT3G63030.1) as queries to identify the most possible maize DME and MBD4 gene in genome database using BLASTp program (E-value <10). Sequences with the smallest E-value and the highest identities were considered DME and MBD4 homologs. A search on the Pfam database was performed to confirm the sequences.

### RT-PCR analyses

Total RNA was prepared using Trizol agent (TaKaRa, Dalian, China) according to the manufacturer’s instructions. For reverse transcription, after DNase I treatment, the first-strand cDNA was synthesized with an oligo (dT) primer using a PrimeScript™ first-strand cDNA synthesis kit (D6110A; TaKaRa, Dalian, China). Equal amounts of RT products were used to perform subsequent PCR amplification. Primers used to amplify DME-like were 5’-CACAAACCCAGGAAACGGAG-3’ and 5’-ACCACCCCAACCCCAATG-3’. Primers used to amplify MBD4-like were 5’-AACATACCAAAGCCTCCACCA-3’ and 5-TGCCTCCAGAAACTTATCCACA -3’. Primers used to amplify the control, Actin 1, were 5’-GGGATTGCCGATC GTATGAG-3’ and 5’-GAGCCACCGATCCAGACACT-3’. Primers used to amplify SBEIIB were 5’-ACACCGGCCTCTTCTTAACTC-3’ and 5’-CTCGCCCTCAGGAACCAT-3’. Primers used to amplify GBSS were 5’-CTGAGCCTCAACAACAACCC-3’ and 5’-TGTAGATGCCGTGGGACTG-3’.

## Additional files

Additional file 1: File S1a. CGI location of maize genome. Additional file 2: File S1b. CGI location of maize genome. Additional file 3: File S1c. CGI location of maize genome. Additional file 4: Table S1a. Methylated gene regions in maize embryo. The first three rows represent the position of DNA methylation peaks in the genome, the fourth row is the length of the peaks, the fifth row is the number of read in each peak, the sixth row is the diffScore of the peaks, and the seventh row is gene regions that overlapped with the DNA methylation peaks. Additional file 5: Table S1b. Methylated gene regions in endosperm. The first three rows represent the position of DNA methylation peaks in the genome, the fourth row is the length of the peaks, the fifth row is the number of read in each peak, the sixth row is the diffScore of the peaks, and the seventh row is gene regions that overlapped with the DNA methylation peaks. Additional file 6: Table S2. Methylated transposable elements in maize embryo and endosperm. The first row is the gene ID contains TE, in the second row “ + ” represents that TE is methylated in the embryo, “-” represents that TE is not methylated in the embryo, in the third row “ + ” represents that TE is methylated in the endosperm, and “ - ” represents that the TE is not methylated in the endosperm. Additional file 7: Table S3. DMRs in maize endosperm and embryo. The first three rows of the table represent the position of DMR, the fourth row is the length of the DMR, the fifth and sixth rows represent the number of read of each DMR in the embryo and endosperm, the seventh row represents the log_2_ of DMR, The eighth row is normalized log_2_, the ninth row is exact test p-value. Additional file 8: Table S4. Nr annotation of methylated genes in maize embryo and endosperm. Additional file 9: Figure S1. Methylated genes involved in TCA cycle. Genes in the red boxes were methylated. **Figure S2.** Methylated genes involved in fatty acid biosynthesis. Genes in the red boxes were methylated. **Figure S3.** Methylated genes involved in fatty acid metabolism. Genes in the red boxes were methylated. **Figure S4.** Methylated genes involved in starch and sucrose metabolism. Genes in the red boxes were methylated. **Figure S5.** Methylated genes involved in ribosome biosynthesis. Genes in the red boxes were methylated. **Figure S6.** Methylated genes involved in RNA polymerase. Genes in the red boxes were methylated. **Figure S7.** Methylated genes involved in basal transcription factors. Genes in the red boxes were methylated. **Figure S8.** Methylated genes involved in DNA replication. Genes in the red boxes were methylated. **Figure S9.** Methylated genes involved in plant hormone signal transduction. Genes in the red boxes were methylated. Additional file 10: Table S5. GO annotation of maize methylated genes in embryo and endosperm. Additional file 11: Table S6. Differentially methylated genes in maize embryo and endosperm. Gene region of each gene in the endosperm or embryo, “ + ” represents methylation, “-” represents does not methylated. Additional file 12: Table S7. Methylation status and expression level of imprinting genes. Each gene region of imprinted genes in the embryo or endosperm, “ + ” represents methylation, “-” represents does not methylated. RPKM represents the expression of the gene in Embryo or endosperm.

# Supplementary material for: Genome-wide high-resolution mapping of DNA methylation identifies epigenetic variation across embryo and endosperm in Maize (Zea may)
**Source:** BMC Genomics. 2015 Jan 23;16(1):21. doi: 10.1186/s12864-014-1204-7
**Supplement:** Additional file 9: Figure S1. — Methylated genes involved in TCA cycle. Genes in the red boxes were methylated. Figure S2. Methylated genes involved in fatty acid biosynthesis. Genes in the red boxes were methylated. Figure S3. Methylated genes involved in fatty acid metabolism. Genes in the red boxes were methylated. Figure S4. Methylated genes involved in starch and sucrose metabolism. Genes in the red boxes were methylated. Figure S5. Methylated genes involved in ribosome biosynthesis. Genes in the red boxes were methylated. Figure S6. Methylated genes involved in RNA polymerase. Genes in the red boxes were methylated. Figure S7. Methylated genes involved in basal transcription factors. Genes in the red boxes were methylated. Figure S8. Methylated genes involved in DNA replication. Genes in the red boxes were methylated. Figure S9. Methylated genes involved in plant hormone signal transduction. Genes in the red boxes were methylated.

## Slide 1
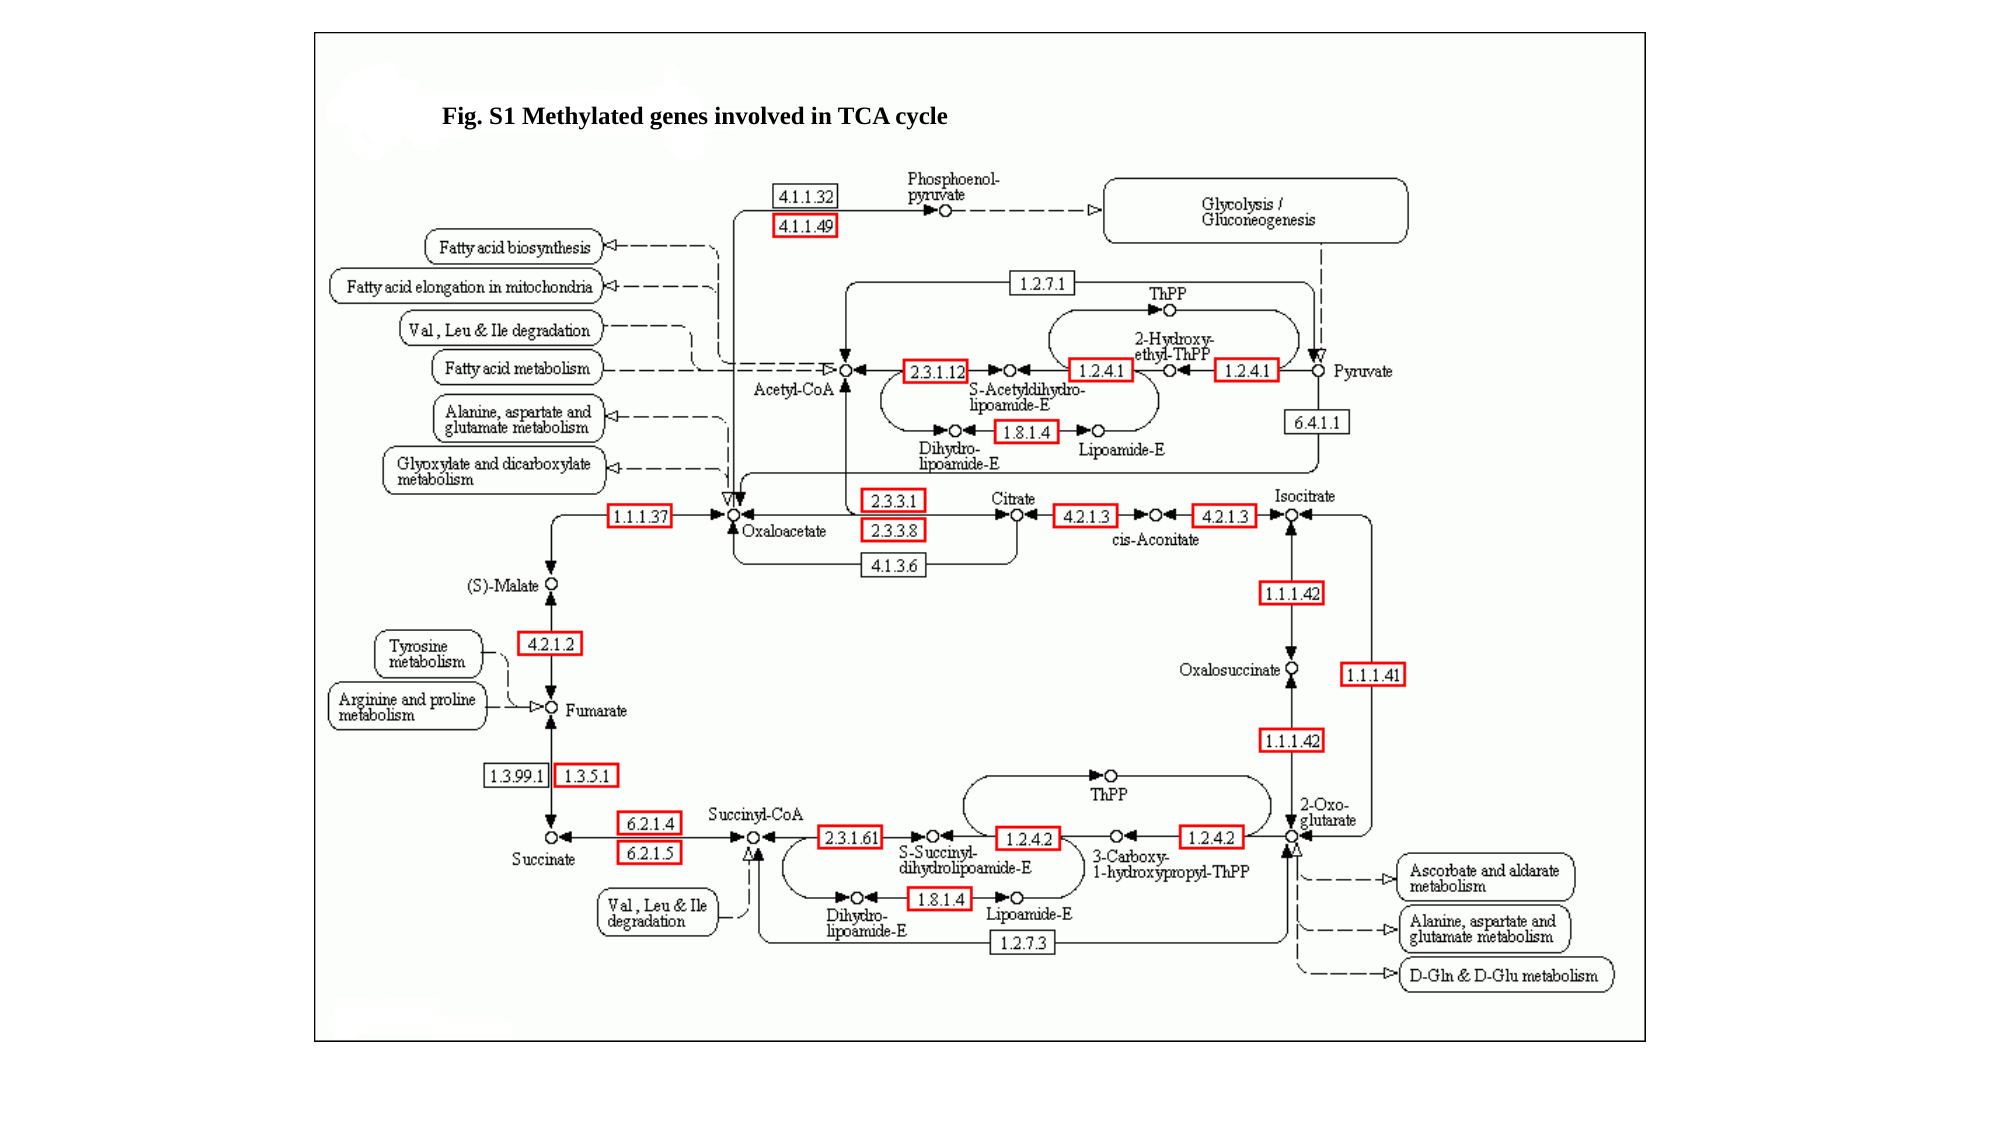

Fig. S1 Methylated genes involved in TCA cycle

## Slide 2
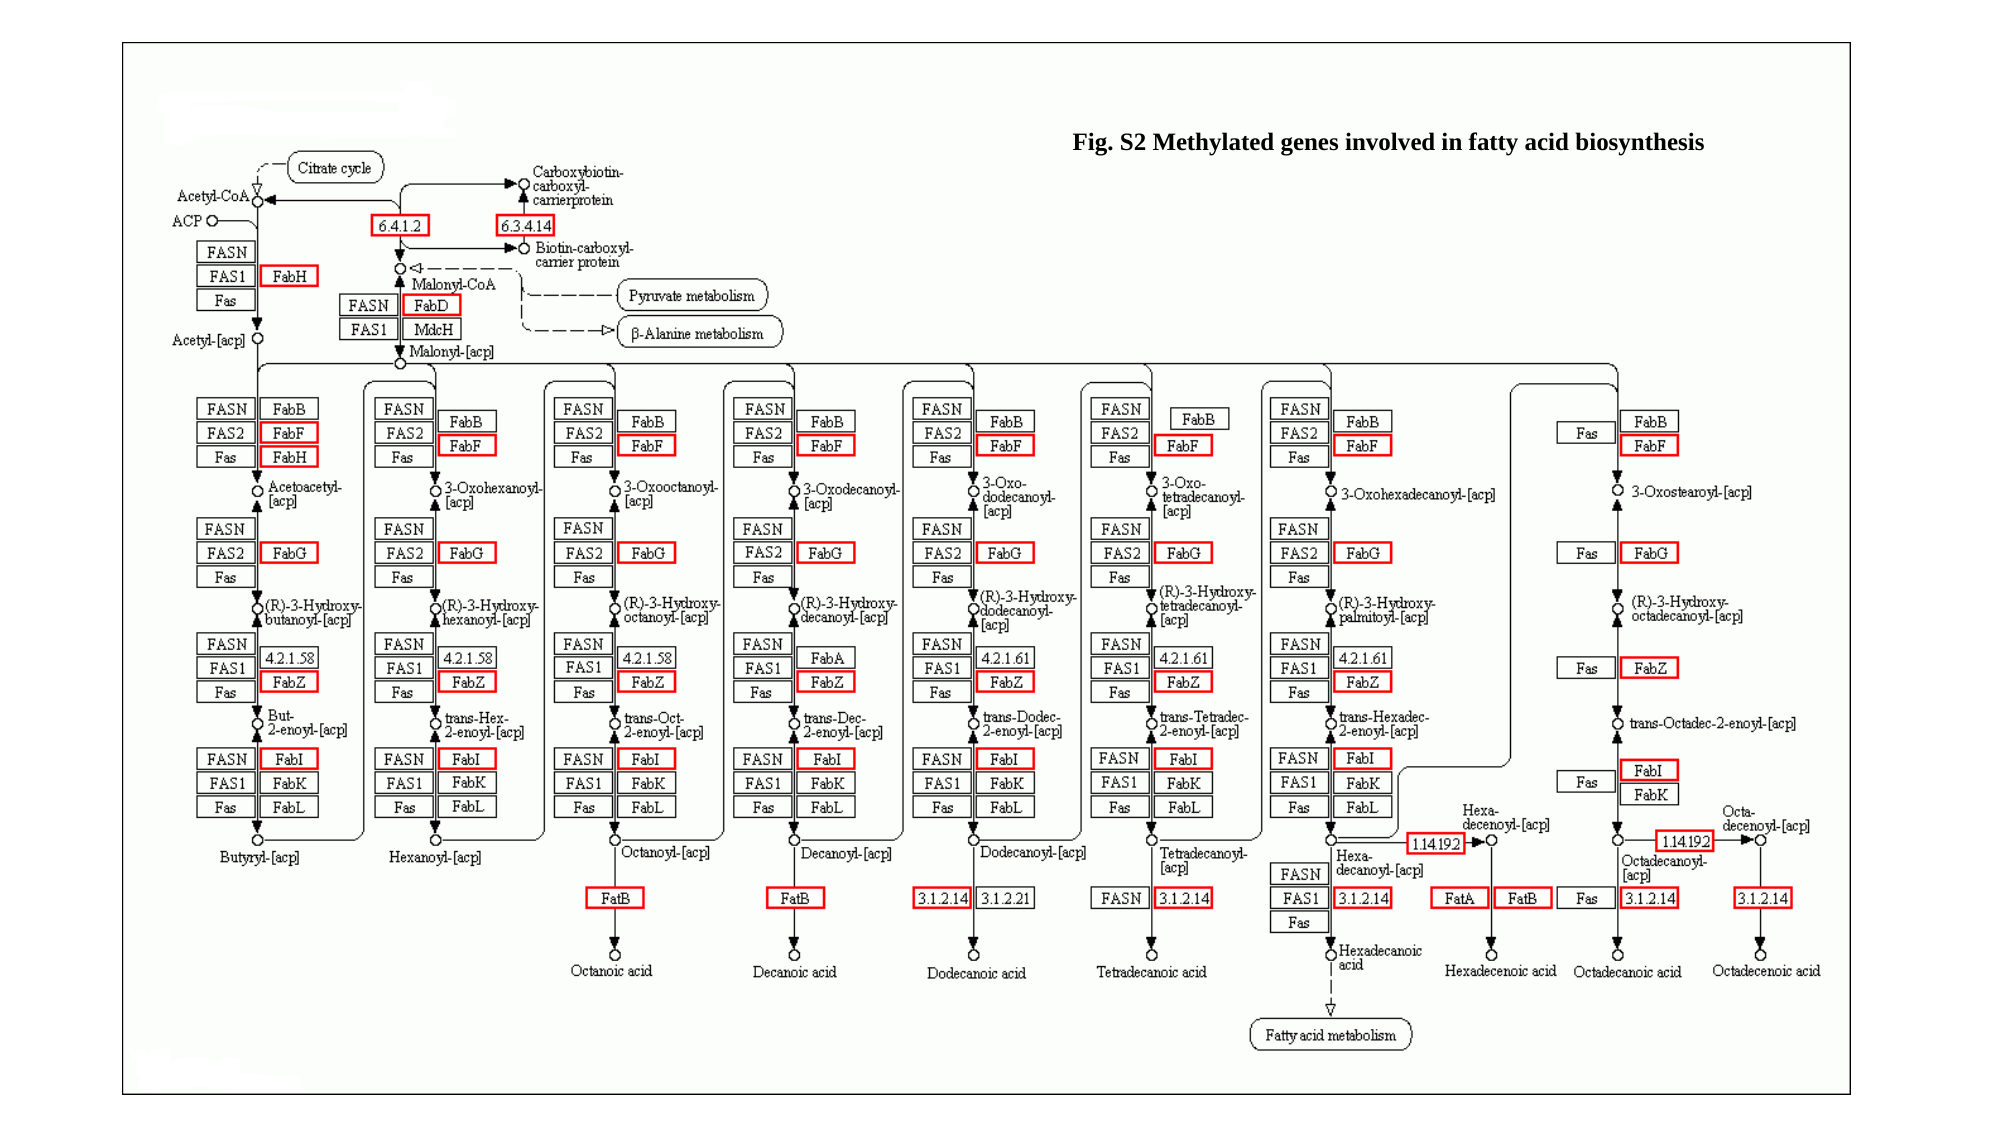

Fig. S2 Methylated genes involved in fatty acid biosynthesis

## Slide 3
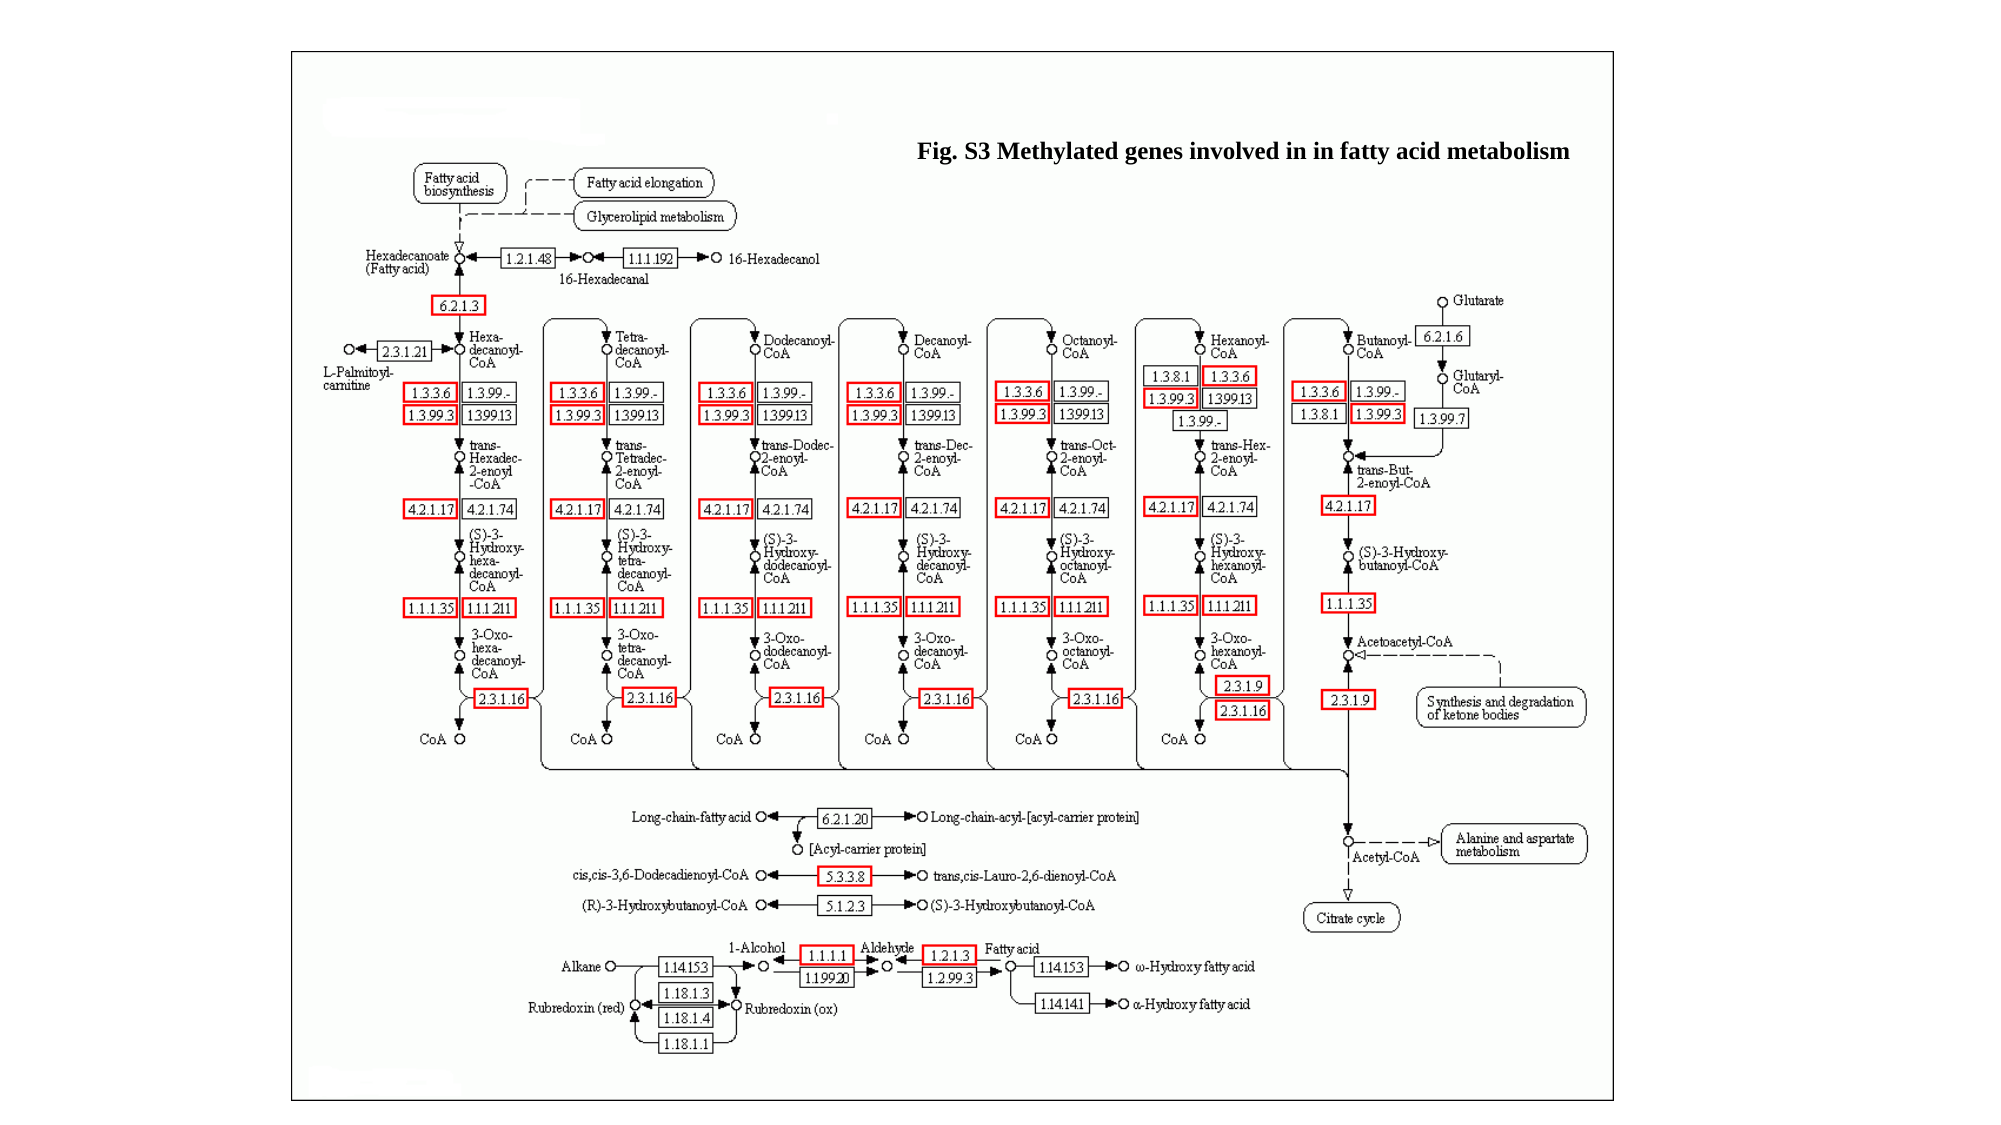

Fig. S3 Methylated genes involved in in fatty acid metabolism

## Slide 4
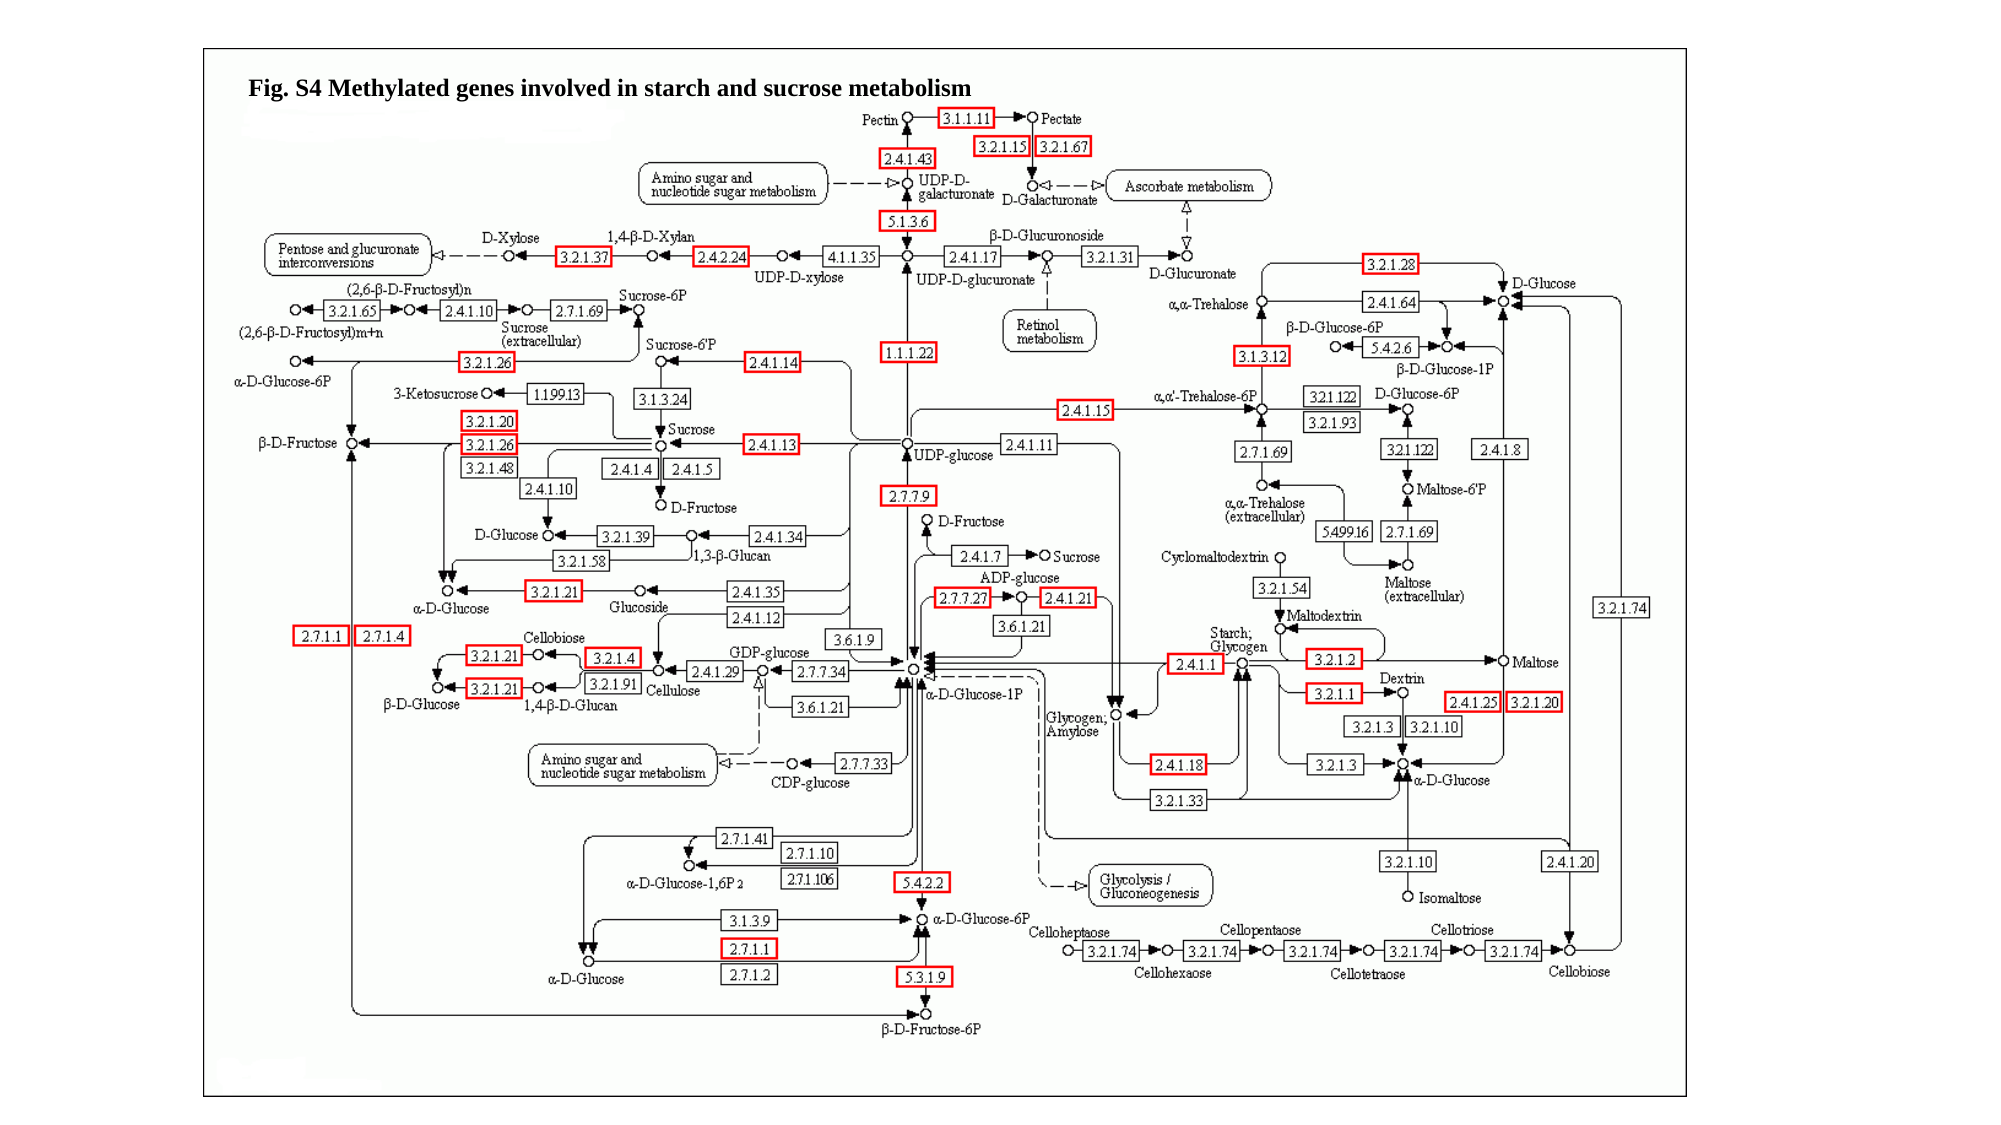

Fig. S4 Methylated genes involved in starch and sucrose metabolism

## Slide 5
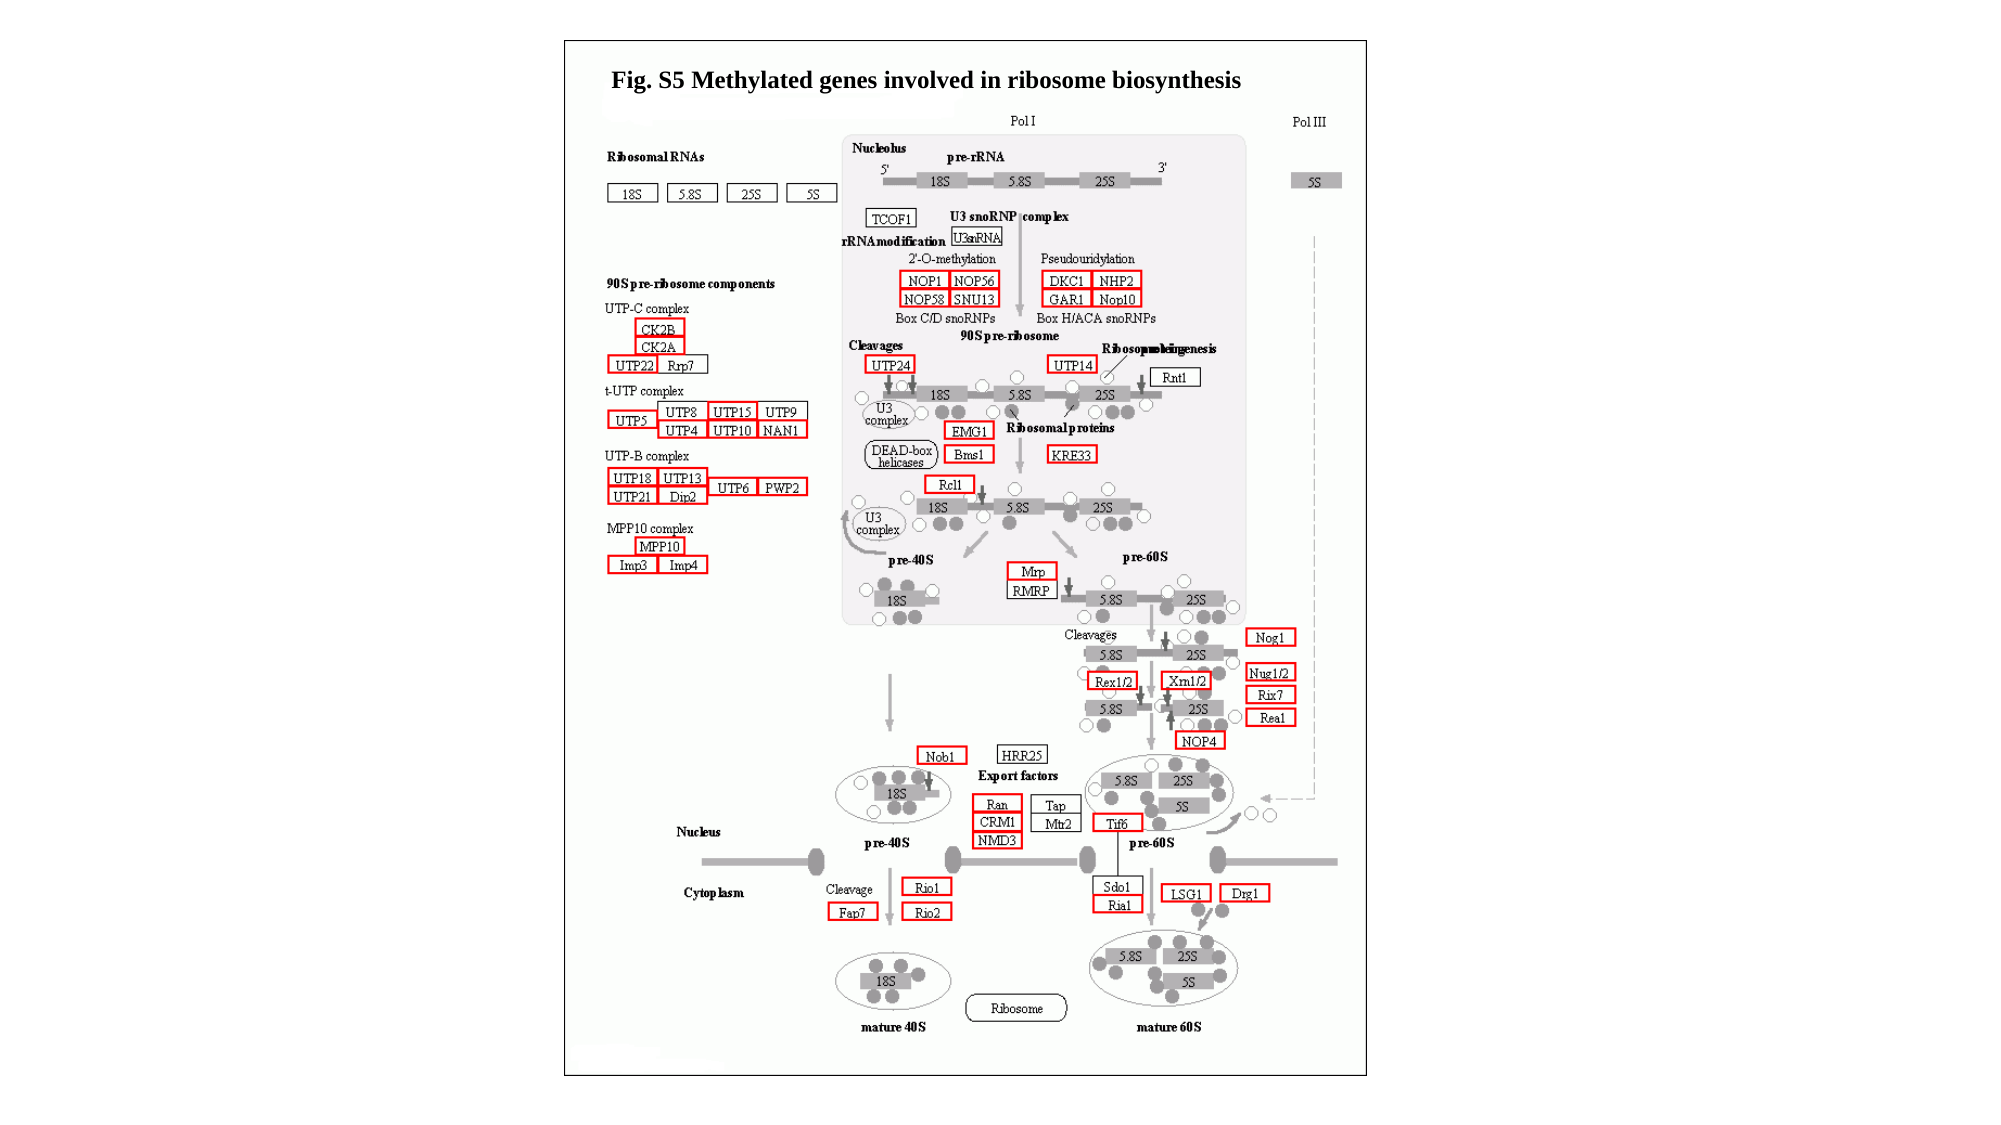

Fig. S5 Methylated genes involved in ribosome biosynthesis

## Slide 6
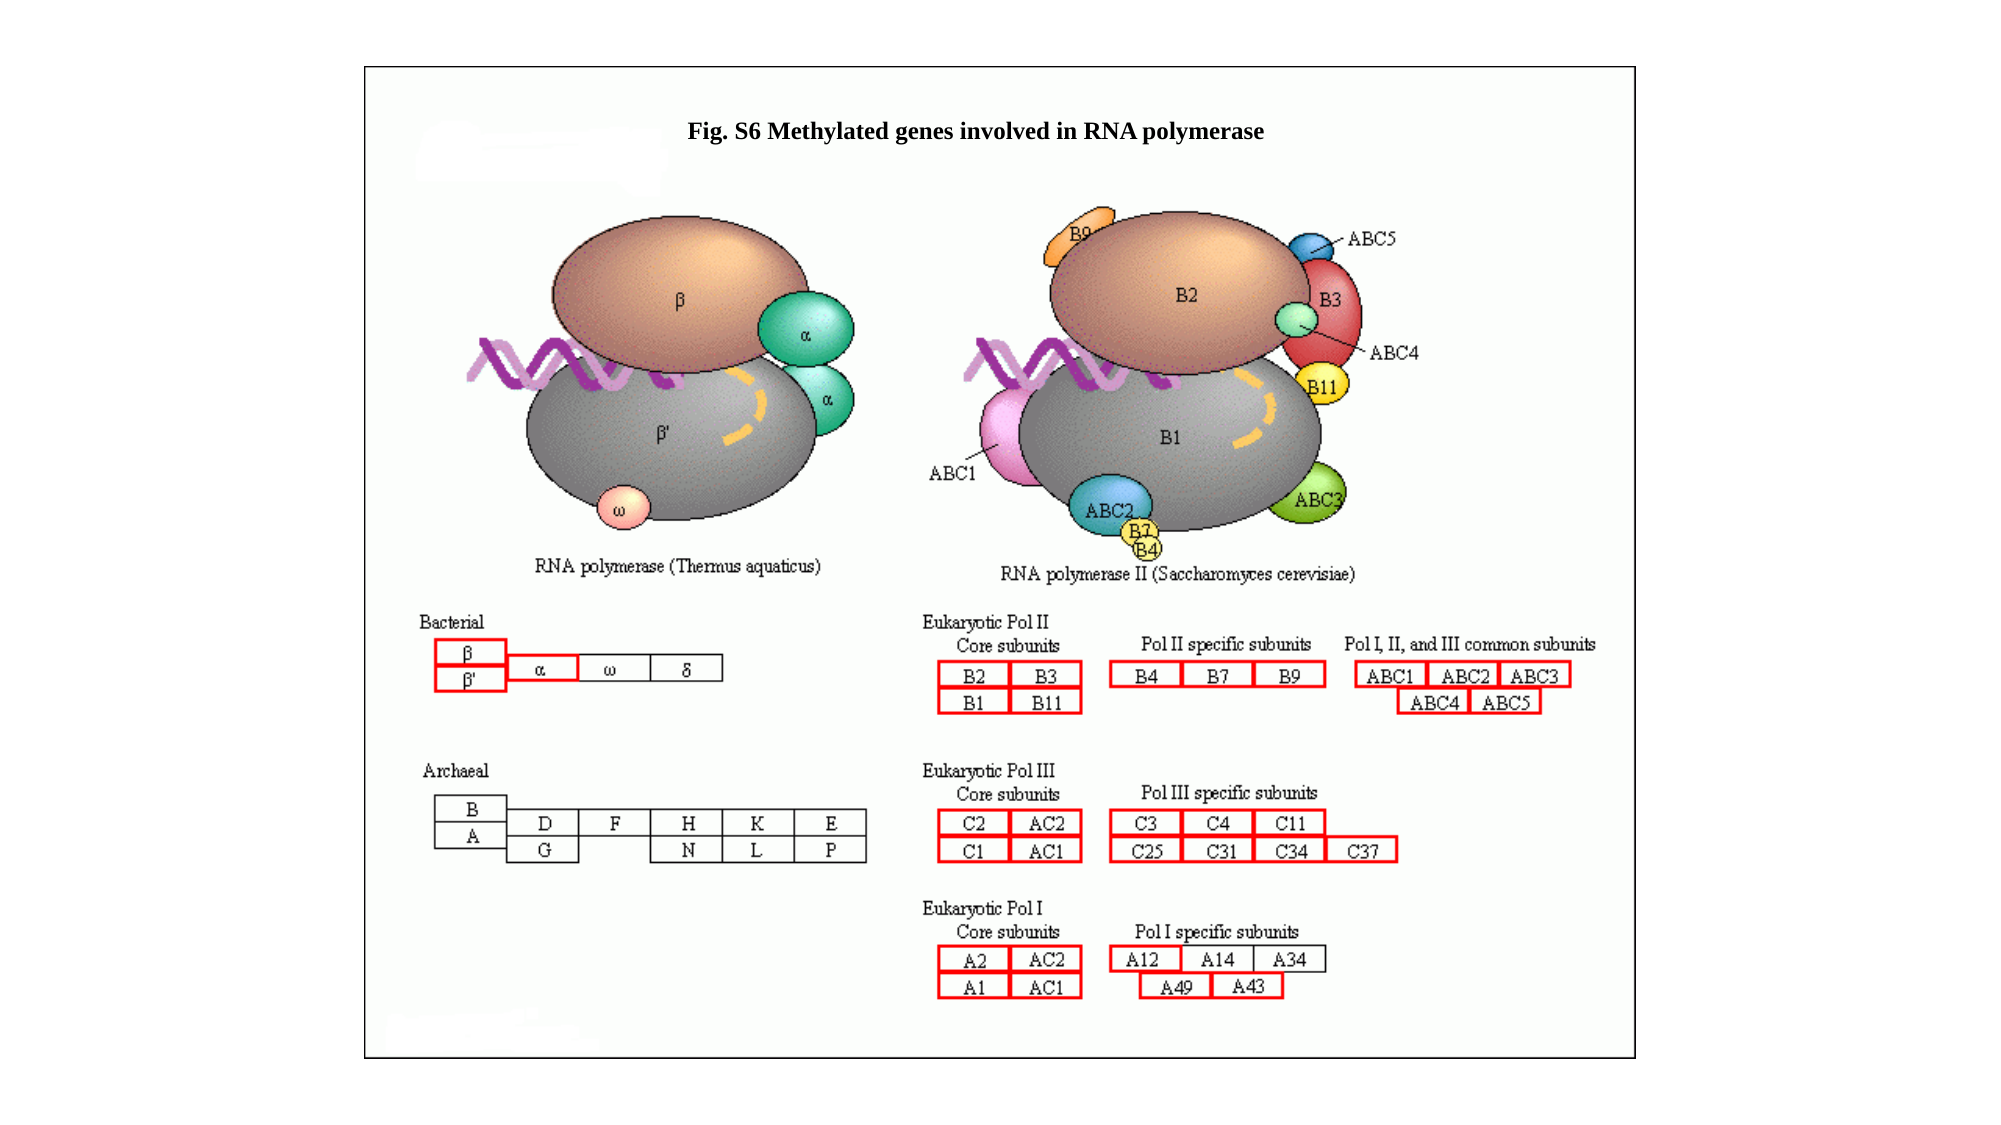

Fig. S6 Methylated genes involved in RNA polymerase

## Slide 7
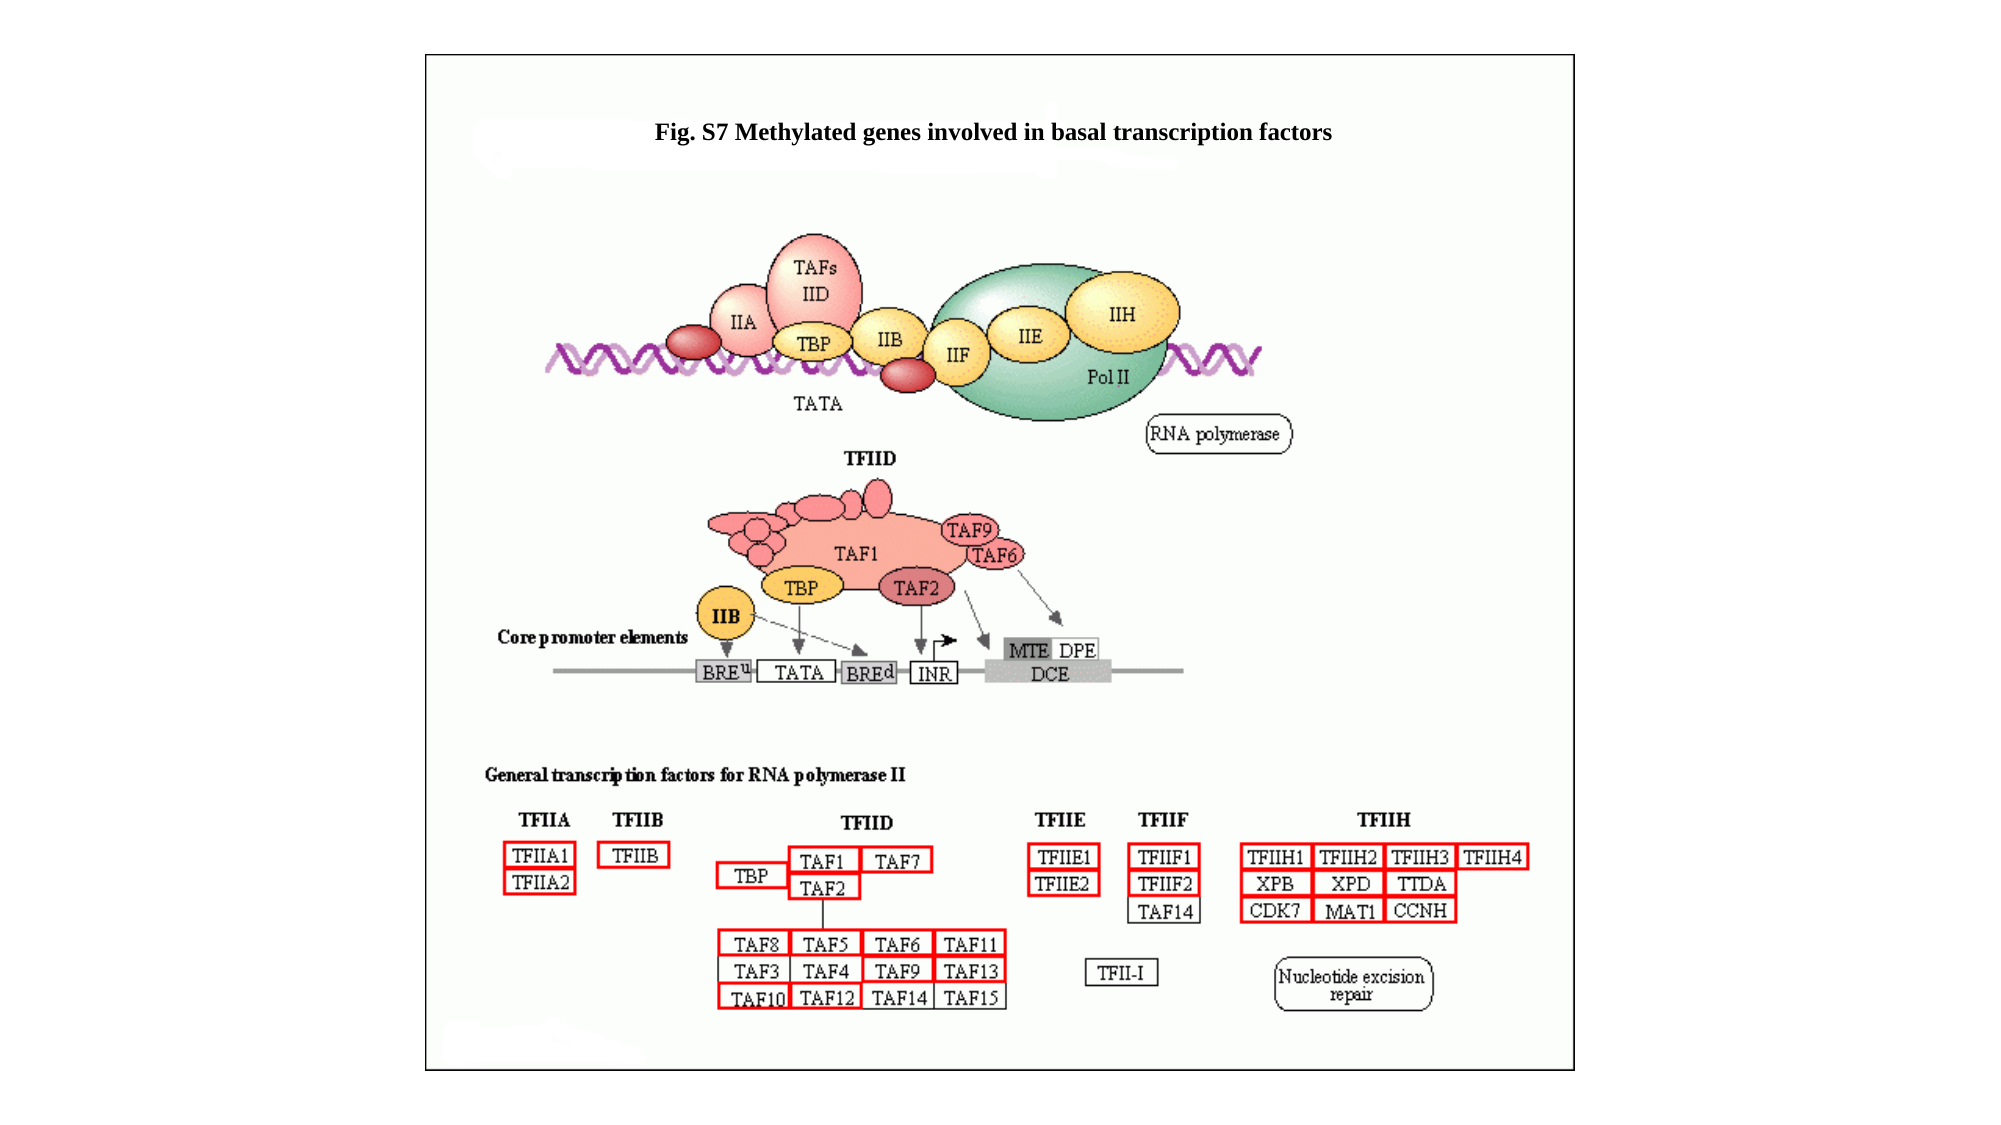

Fig. S7 Methylated genes involved in basal transcription factors

## Slide 8
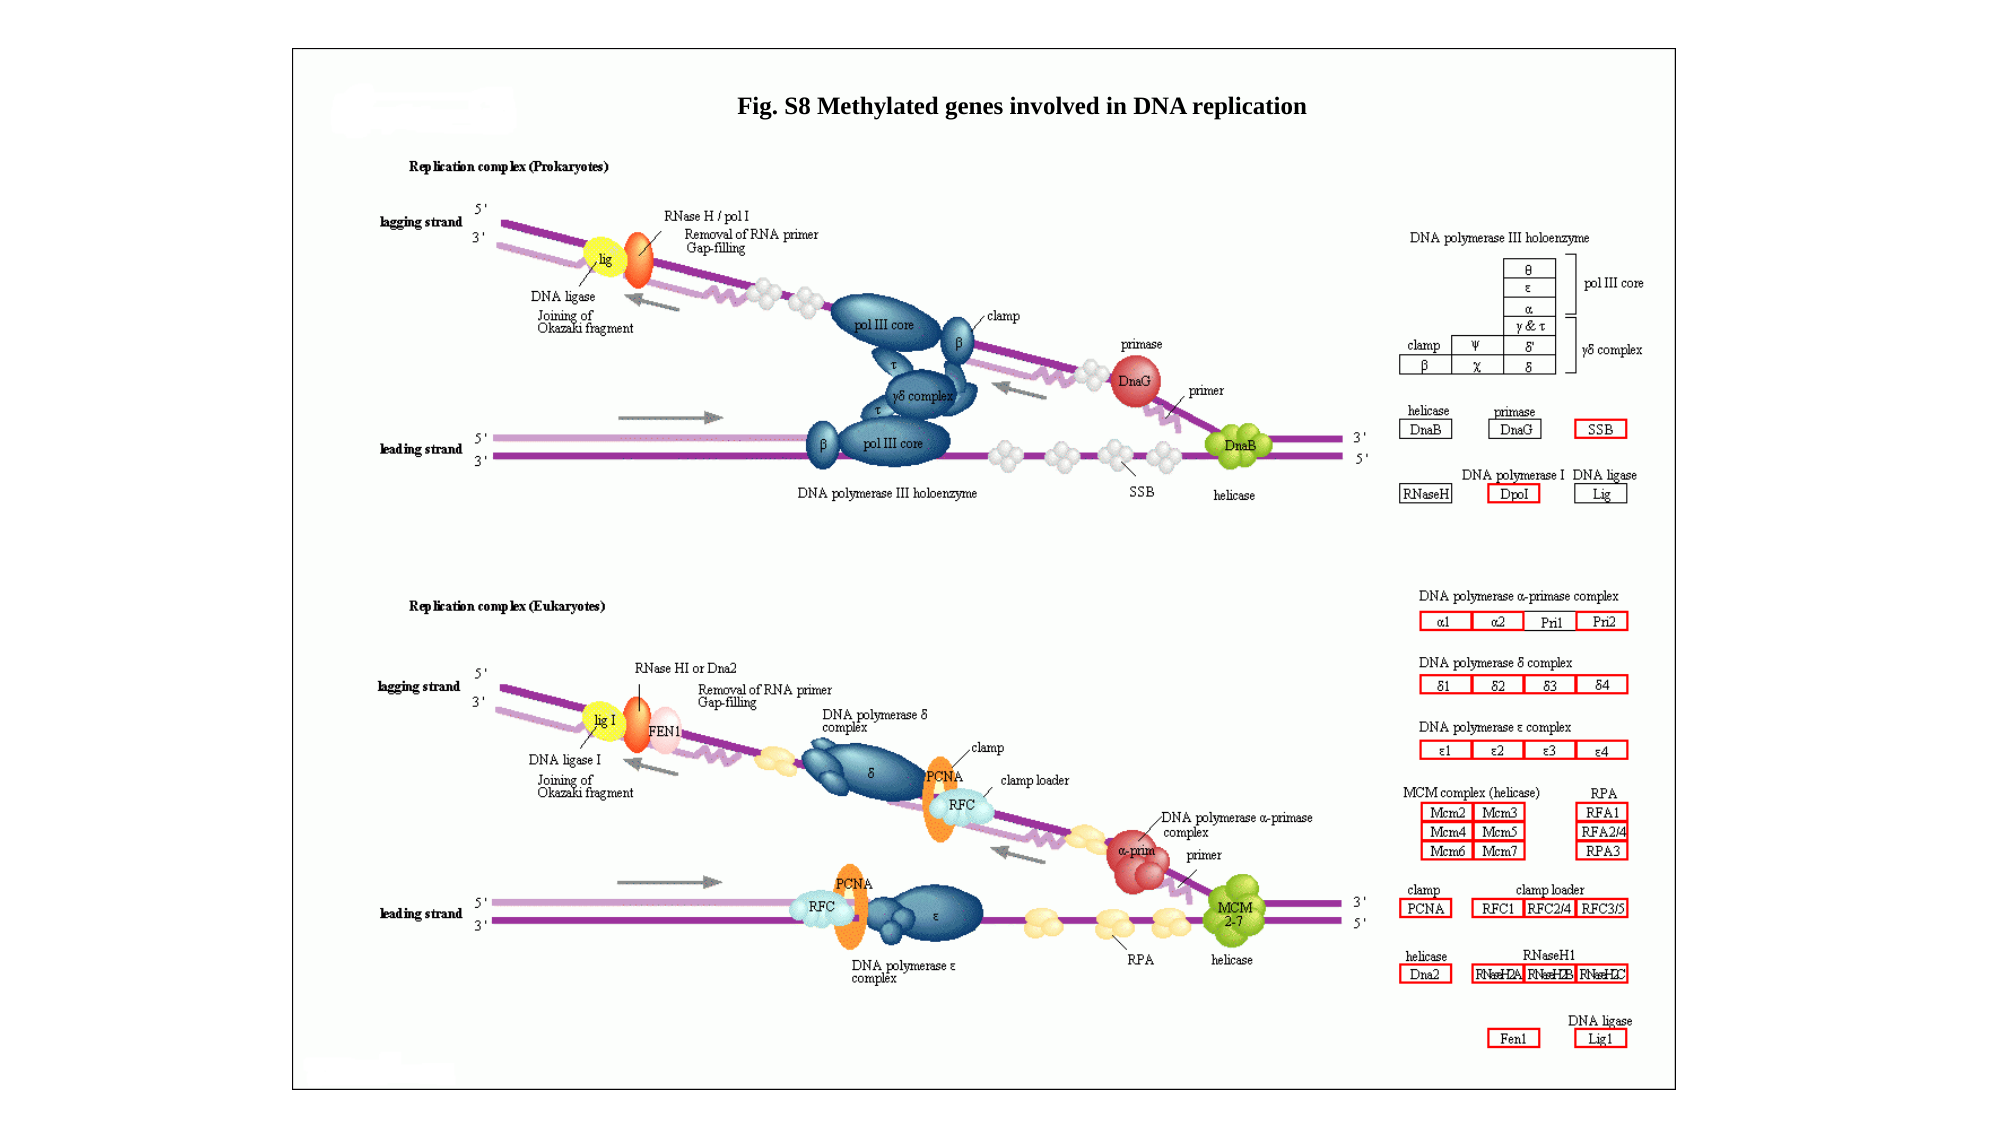

Fig. S8 Methylated genes involved in DNA replication

## Slide 9
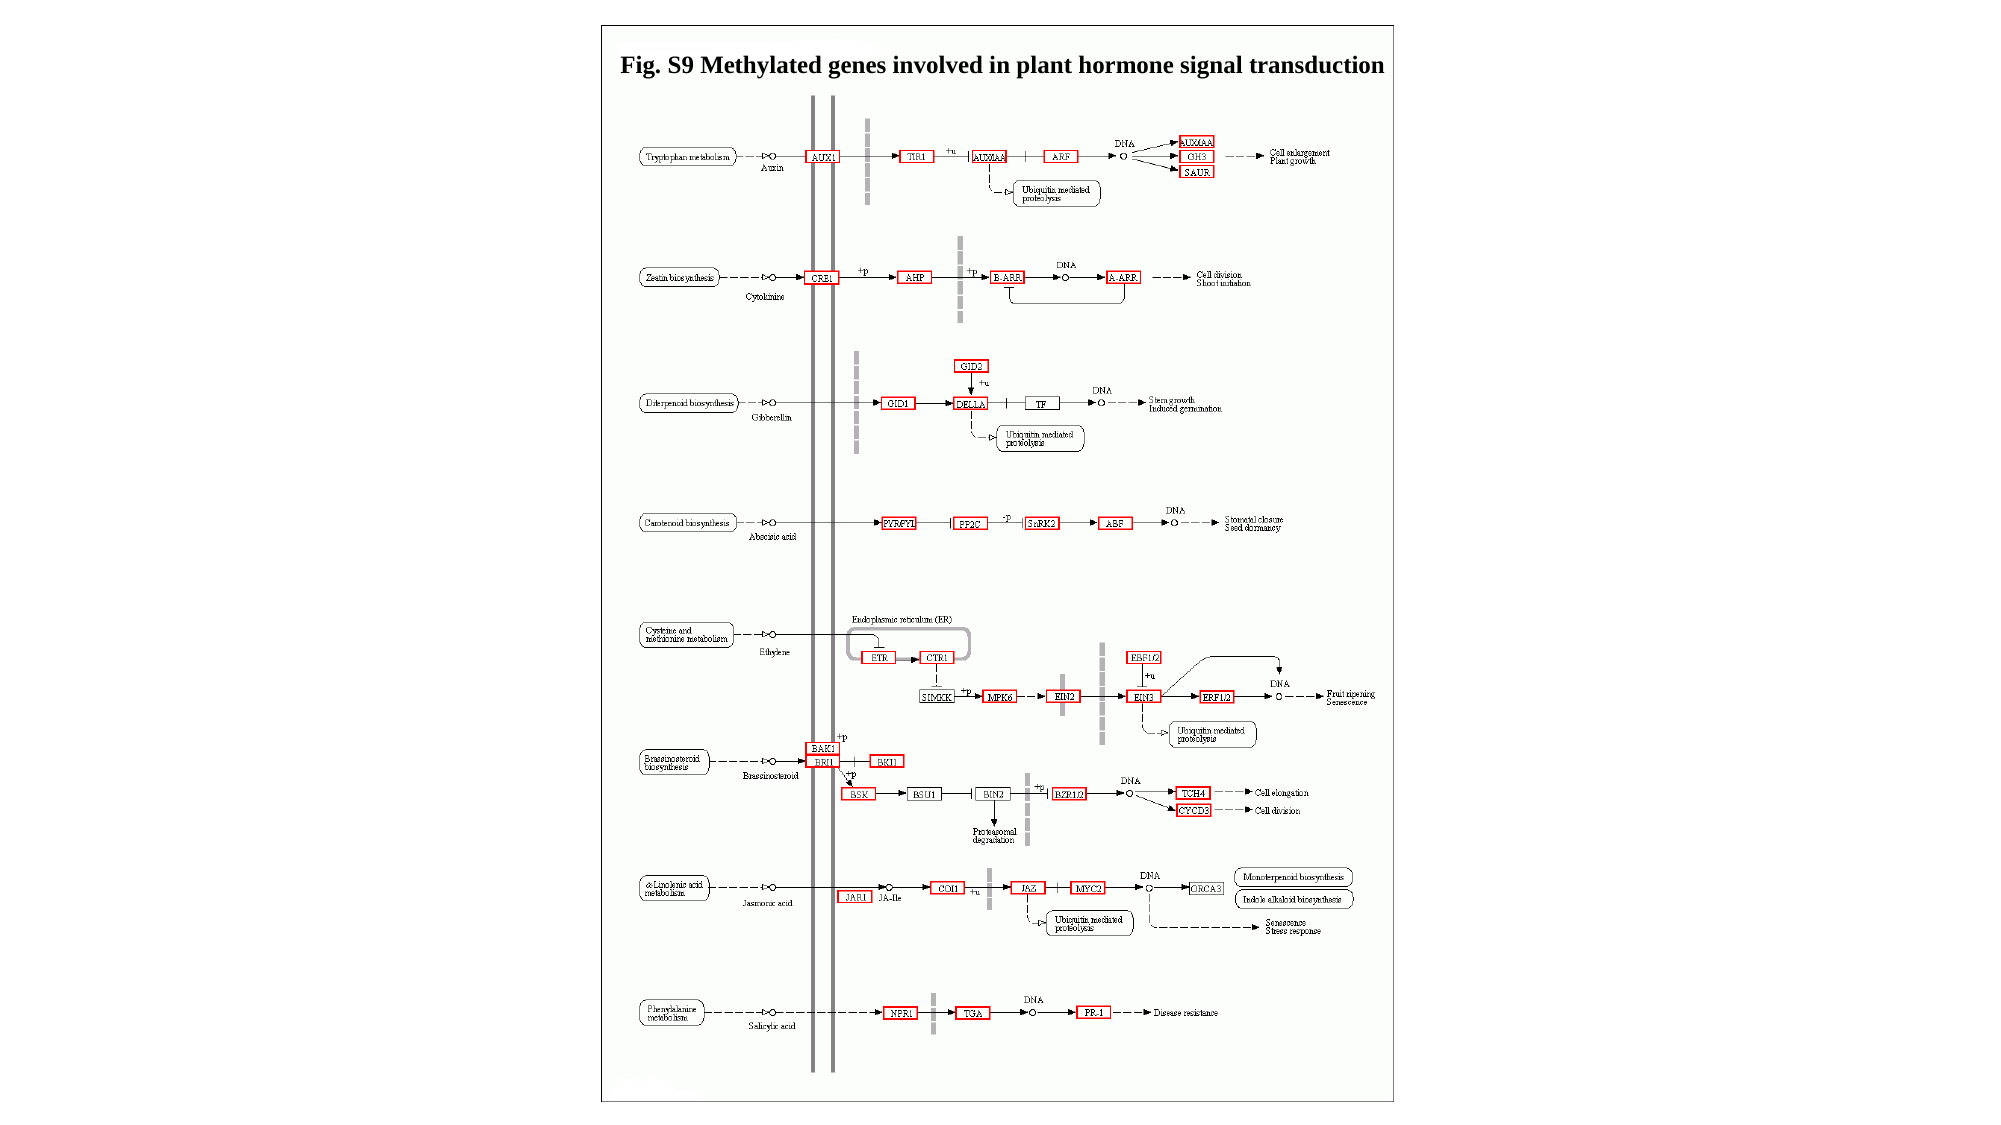

Fig. S9 Methylated genes involved in plant hormone signal transduction

How the deposited data were processed for this re-analysis (not part of the article)

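MeDIP-seq was done on 1 embryo and 1 endosperm library of maize B73 at 14 days after pollination. The authors cleaned the reads with fastx, mapped them with Bowtie2 under default parameters and called peaks in each library with MACS. They deposited 1 peak list per library. The score in each deposited list is the diffScore as MACS writes it, from the p-value of the peak, and is at least 50. It was used to filter and rank peaks within a list, and the heights of single peaks were not compared between libraries. The ratios at a common minimum diffScore do depend on how the score scales in each library. The paper's text names no input library and no genome build.

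From the lists, peaks were counted per library and per chromosome, and their lengths were summed. Peaks of the 2 libraries were called overlapping when they shared at least 1 bp, and methylation regions were built by the rule the paper describes. The level of overlap given by chance was taken from 100 random circular shifts of the endosperm peaks along each chromosome. Peak numbers were compared in windows of 1 Mb with Spearman's rho. Intervals are 95% Wilson intervals and cover counting error only. The paper's mapped reads, 52648132 for embryo and 51643126 for endosperm, give the total depth of the libraries. With 1 library per tissue, no test between tissues was made.

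The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap code was tested on simulated data for endosperm against embryo, 11000 peaks placed on or between embryo peaks, and against bedtools 2.31.1 on the deposited lists, and all 8 checks gave the known number.

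Genes named in the text were those of the paper's text and of Tables S2, S5 and S7 that the rows used of Tables S1a and S1b place on the lists. These are 2 of 6 genes of the text, 9 of 184 of Table S2, 0 of 47 of Table S5 and 5 of 65 of Table S7. A gene outside those rows was not analysed here.

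Alternatives were a diffScore of at least 100 or 200, peaks of one library within 500 bp joined, an overlap of 50% of the shorter peak, peaks within 200 bp taken as overlapping, windows of 5 Mb and summed peak length. Counts of reads in peaks and the comparison of regions by reads were left out, since they need read numbers for all peaks. The overlap with gene regions was left out, since it needs a genome and an annotation that were not used here. The overlap with CGIs and CGI shores was left out because the paper's CGI lists were at hand only in part.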

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

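The tests of organelle DNA here and the finer score bins were chosen only after the result was seen, and the test with the same scores was set before its result.

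The paper's methods state that only nuclear reads were counted, and its figures cover chromosomes 1 to 10. The deposited lists also hold peaks on other sequences. On chromosomes 1 to 10 alone they hold 351748 embryo and 114577 endosperm peaks, fewer than the paper's totals of 353232 and 115599. The paper's totals therefore cannot be the listed peaks of those chromosomes alone. On the chloroplast there were 7 embryo and 11 endosperm peaks, and on the mitochondrion 65 and 20. The endosperm peaks were long, with a median of 1682 bp on the chloroplast and 2104.5 bp on the mitochondrion, against 307 bp and 386 bp in embryo. They covered 20338 bp and 47901 bp, against 2807 bp and 27996 bp in embryo. Over both organelles the covered length was 2.22 times as large in endosperm, whereas over all sequences it was 3.80 times as large in embryo. A candidate explanation is more organelle DNA in the endosperm library. The value goes the way this needs, but it was known beforehand and the lists hold no reads, so with 1 library per tissue organelle DNA cannot be told apart from a difference between the tissues or the libraries. Methylation of the organelle DNA itself was not tested.

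On unplaced sequences there were 1652 embryo and 1013 endosperm peaks, a ratio of 1.63 against 3.07 on chromosomes 1 to 10. Of the embryo peaks there, 51.3% (95% Wilson interval 48.9 to 53.7) overlapped an endosperm peak. Stronger peaks on these sequences could raise that share, but embryo peaks of chromosomes 1 to 10 with the same diffScores overlapped endosperm peaks in 30.1% of cases with 20 score bins, and in 31.6% with 1000. This argues against the scores as the whole cause. Reads shared between copies of repeats and a difference between the tissues stay open and were not tested.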

How the results depend on the processing

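The settings on chromosomes 1 to 10 only, the minimum diffScores of 500 and 1000, the equal number of top embryo peaks and the alternatives for the named genes were chosen after seeing the data. All others were set before the data were examined. No paired analysis was possible because there is 1 library per tissue.

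The direction, more peaks in embryo, held under every alternative run, but its size depended on the minimum diffScore. The ratio of peak numbers was 3.06 for all peaks, 6.70 at a diffScore of at least 100, 10.4 at 200, 4.54 at 500 and 4.25 at 1000, and 2.86 with peaks within 500 bp joined. The covered length ratio was 3.80 for all peaks, 6.62 at a diffScore of at least 100, 7.95 at 200, 3.14 at 500 and 3.03 at 1000, and 3.86 on chromosomes 1 to 10. Both ratios thus rose up to 200 and were lower again at 500 and 1000. The cause was not tested. All 10 chromosomes had more embryo peaks at each minimum of 50, 100 and 200.

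The number of methylation regions fell from 381562 to 149689 at a diffScore of at least 100, which leaves fewer peaks by construction, and stayed within 1.5 times under the other 3 settings. The share of endosperm peaks overlapping an embryo peak was 74.3%. It was 72.8% with 50% of the shorter peak, 77.8% within 200 bp, 93.8% for endosperm peaks with a diffScore of at least 100 against all embryo peaks, 83.1% with that minimum in both lists, and 45.6% against as many top embryo peaks as there are endosperm peaks. Spearman's rho across windows was 0.66, against 0.76 in windows of 5 Mb and 0.72 for summed peak length. Of the 26 peaks placed in named genes, 14 overlapped a peak of the other tissue, also under both other overlap rules. Both peaks of an overlapping pair are counted where both were placed. Beyond the end of the rows used of Table S1a only endosperm peaks were placed, so this count is no share of shared loci.

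The alternatives that need read numbers (at least 30 reads per peak, reads in peaks, regions differing in reads) and those on gene regions, CGIs and CGI shores were not run.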

Differences from the paper's values

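None of the paper's values compared here, the peak numbers of embryo and endosperm and the number of methylation regions, differed by more than 1.5 times. The lists gave 353472 embryo peaks against the paper's 353232, 115621 endosperm peaks against the paper's 115599, and 381562 regions against the paper's 381221.

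The paper's text counts a pair of the transposable elements as not methylated in embryo. In Table S2, 0 of the 184 genes are marked as methylated in endosperm alone, and all are marked in embryo. For imprinting genes, the text's number methylated in embryo alone is the number that Table S7 marks in one tissue of either kind, 38. Table S7 marks 33 in embryo alone and 5 in endosperm alone.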

Other observations

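The tests of mapped reads, of weaker enrichment, of counting error across windows (with and without chromosome 6) and of recurring peak lengths were chosen only after the result was seen. The tests of joined peaks, of shifted peaks and of the same scores on chromosome 6 were set before their results, and the finer score bins after.

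Technical explanations were weighed for the larger number of embryo peaks. The mapped reads differ by a ratio of 1.02, which argues against a difference in total depth. The paper gives no number of reads mapped to the chromosomes alone, so a lower depth there in endosperm stays open. Joining peaks within 500 bp left a ratio of 2.86, which argues against a finer splitting of embryo peaks. Weaker enrichment in the endosperm library may leave only the strongest loci above the limit of the peak caller. Overlap with endosperm rose with the diffScore of embryo peaks. The 115621 embryo peaks with the highest diffScore overlapped 45.6% of the endosperm peaks, against 74.3% for all embryo peaks. The share that weaker enrichment would give was not computed, so this value decides nothing. Of 21858 endosperm peaks with a diffScore of at least 100, 1347 (6.16%) had no overlapping embryo peak. On all sequences, 758 of these lay more than 1000 bp from one. At a diffScore of at least 200, only 71 of 4172 endosperm peaks (1.70%) had none, which goes the way weaker enrichment needs. With 1 library per tissue, and the paper's read numbers at hand only for the peaks of the rows used of Tables S1a and S1b, enrichment cannot be told apart from the tissue, and a difference in methylation between the tissues stays open.

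The overlap of 74.3% of endosperm peaks on chromosomes 1 to 10 was compared with shifted positions. Random shifts along the chromosome gave 9.44% on average and shifts of 10 to 100 kb gave 9.98%, and none of the 100 shifts of either kind reached the observed share. A shared density of peaks over 10 to 100 kb is therefore not enough to give the overlap.

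The ratio of embryo to endosperm peaks was nearly even along the genome. Its dispersion over 2064 windows of 1 Mb was 1.23, where 100 draws from the common ratio gave 0.92 to 1.10, so counting error does not account for all of it. Without 10 to 13 Mb of chromosome 6 the dispersion over the other 2061 windows was 1.11, still above the highest of 100 draws for them, 1.08, so these windows account for part of the excess only. Other windows also had low ratios, such as the 1-Mb windows starting at 179 Mb of chromosome 4 (293 embryo and 199 endosperm peaks, 1.47) and at 22 Mb of chromosome 7 (190 and 126, 1.51). The windows from 10 to 13 Mb of chromosome 6 are adjacent and had the lowest ratios among windows with at least 100 peaks. They were chosen after their values were seen and held 967 embryo and 683 endosperm peaks, a ratio of 1.42. At a diffScore of at least 200 they held 246 of the endosperm peaks of chromosome 6 and the rest of the chromosome 391, and the ratio outside them was 9.03. Of the embryo peaks in the windows, 68.7% (95% Wilson interval 65.7 to 71.5) overlapped an endosperm peak. Embryo peaks elsewhere with the same diffScores did so in 35.9% of cases with 20 score bins and 39.5% with 1000, which argues against stronger peaks as the whole cause. Repeats that take reads from many copies, and a difference between the tissues, stay open and were not tested.

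Peaks without an overlapping peak of the other tissue were also searched for pairs with the same length and the same distance to the nearest peak of that tissue, as copies of a repeat might give. On chromosomes 1 to 10, among peaks with a diffScore of at least 100 and more than 1000 bp from a peak of the other tissue, 0 of 747 endosperm peaks recurred in this way, where 100 permutations of the distances gave 0.36 on average. With so few expected, this test of coincidence of lengths and distances decides nothing for endosperm. Of 77543 embryo peaks, 751 recurred, against 755 on average in the permutations.

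In the paper's Table S7, 7 of the genes listed as showing no difference are marked in one tissue alone.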
